# The effect of methanol fixation on single-cell RNA sequencing data

**DOI:** 10.1186/s12864-021-07744-6

**Published:** 2021-06-05

**Authors:** Xinlei Wang, Lei Yu, Angela Ruohao Wu

**Keywords:** Single Cell RNA-seq, Methanol fixation, Smarts-seq2, Drop-seq

## Abstract

**Background:**

Single-cell RNA sequencing (scRNA-seq) has led to remarkable progress in our understanding of tissue heterogeneity in health and disease. Recently, the need for scRNA-seq sample fixation has emerged in many scenarios, such as when samples need long-term transportation, or when experiments need to be temporally synchronized. Methanol fixation is a simple and gentle method that has been routinely applied in scRNA-sEq. Yet, concerns remain that fixation may result in biases which may change the RNA-seq outcome.

**Results:**

We adapted an existing methanol fixation protocol and performed scRNA-seq on both live and methanol fixed cells. Analyses of the results show methanol fixation can faithfully preserve biological related signals, while the discrepancy caused by fixation is subtle and relevant to library construction methods. By grouping transcripts based on their lengths and GC content, we find that transcripts with different features are affected by fixation to different degrees in full-length sequencing data, while the effect is alleviated in Drop-seq result.

**Conclusions:**

Our deep analysis reveals the effects of methanol fixation on sample RNA integrity and elucidates the potential consequences of using fixation in various scRNA-seq experiment designs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07744-6.

## Background

Since its emergence, single-cell RNA-seq (scRNA-seq) has revolutionized many biological fields due to its high resolution in deciphering tissue heterogeneity [1]. The mRNA input from one cell is quite little, thus it leads to more dropout in gene detection compared with bulk RNA-seq [2]. During single-cell library preparation, the reverse-transcription (RT) step is crucial since any RNA molecules not captured in this step will forever be lost, and any biases in this step will be amplified downstream, severely affecting the inference of biological signal. For these reasons, it is of utmost importance to preserve the biological sample as much as possible to yield a high-quality transcriptome and a successful scRNA-seq experiment.

For projects including long-distance transportation of samples, cells or tissues may suffer the loss of viability from physical impact during transport or improper storage conditions. In some cases, sample preservation methods are required to allow more flexible experimental designs; specifically, it can help to store samples collected from different experimental conditions or time points and enable them to be consolidated [3]. Besides, researchers may also be interested in specific biological states that in some tissues may become altered as specific pathways can be activated by in vitro processing [4].

Fixation has been widely utilized for the preservation of biological samples from post-mortem decay. Various fixation protocols that use different chemicals have been developed for different purposes and applications, each method having their pros and cons, partially due to their different fixation mechanisms [5–7]. To preserve the desired biological features of tissues or cells, different fixatives play different roles depending on the desired features to be preserved. Crosslinking fixatives, such as formaldehyde, work by creating covalent chemical bonds between proteins in tissues, thereby stopping all enzymatic and macromolecular function in the tissue. This causes a complete arrest of all cellular activity, including cell apoptosis and molecular degradation; most macromolecules are even locked in the spatial position they were in at the time of fixation so that spatial relationships within the cell are also preserved. Formaldehyde specifically fixes tissues by cross-linking primarily the residues of the basic amino acid lysine in proteins and is an ideal fixative for immunohistochemistry (IHC) [8]; as all macromolecules are cross-linked, this kind of fixation offers the benefit of long-term storage and allows good tissue penetration by dyes and other small molecule chemicals required for downstream processing in IHC [9]. Another cross-linking fixative, PFA, can anchor soluble proteins to the cytoskeleton and lends additional rigidity to the tissue [10]. The FRISCR protocol based on PFA fixation can even integrate fluorescent dye staining, which allows researchers to apply fluorescence-activated cell sorting (FACS) analysis on this type of fixed sample and sort specific cellular subpopulations for further sequencing analysis [11]. This protocol is not, however, suitable for adaptation to high throughput scRNA-seq as it requires a reverse crosslinking step that can only be performed in tubes and is not compatible with most microfluidic scRNA-seq library preparation workflows.

Alcohol fixatives, such as ethanol and methanol, work by dehydration, causing proteins to denature and precipitate in-situ [12]. As such, the cellular structure will be damaged since the dehydrated environment changes protein conformation. Therefore, alcohol fixation alone is not ideal for preserving samples for imaging, but it is useful for nucleic acid preservation. Compared with fixation approaches used in histology, nucleic acid preserving methods for sequencing do not require the integrity of structural proteins, instead, they aim to prevent DNA or RNA from degradation. Methanol fixation has been widely utilized for its ease of operation and robust performance in preserving nucleic acids [13, 14]. The dehydration effect can be reversed with a single, simple rehydration step, which can easily be incorporated into scRNA-seq workflows at the sample preparation step, with subsequent processing steps for cDNA library construction carried out normally without any additional changes [15]. Although methanol can be largely removed by PBS buffer washing to avoid contamination of downstream reactions, substantial changes occur in cells upon fixation due to dehydration. The cellular structure becomes damaged and normal cell functions are compromised due to loss of normal lipid and protein structure; how these changes affect the transcriptome and whether they will influence the sequencing profile remains understudied. In this study, we comprehensively evaluated the effect of methanol fixation on single-cell RNA-seq results. We performed the analysis at gene and transcript levels and observed both similarities and inconsistencies between the transcriptomic profiles of live and fixed cells. Although it is often assumed that fixation-associated RNA degradation is the main reason for the discrepancies between live and fixed transcriptomic profiles, our results indicate the incomplete reverse transcription of mRNAs with more complex secondary structures during the library preparation step may be another important cause of the observed discrepancies.

## Results

### Methanol fixation does not affect nucleic acid integrity and preserves cell-to-cell similarities consistent with scRNA-seq technical variability

First, we wanted to determine whether there is any obvious degradation of RNA or changes to the transcriptomic profile caused by methanol fixation. To do so, we performed methanol fixation on two cell lines, HCT-116 and HepG2, such that any cell-type specific fixation effects can also be observed and compared across cell types (Fig. 1 A; for within cell-type comparisons, the result of the HCT-116 cell line is shown here for illustrative purposes. Results are consistent for both cell lines studied (Supplementary Figures 1, 2, 3, 4, 5, 6, 7). For both cell lines, we prepared RNA-seq libraries from live cells, as well as from fixed cells that were stored in methanol for one-week. 

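Live and fixed cells were sequenced singly with Smart-seq2, which copies polyadenylated RNA into full-length cDNA. HCT-116 is a human colorectal carcinoma line, and HepG2 is known as a human liver carcinoma line. Fixed cells had been kept in 80% methanol for 1 week, so their libraries were made later than those of the live cells, and the effects of fixation and of the library batch cannot be told apart. Each deposited sample is 1 cell and the labels name no culture. Each line and treatment was therefore taken as 1 sample, cells were not used as replicates, and no p-value was computed. SDs are given over cells. The authors quantified the reads with kallisto and deposited TPM per gene, summed over transcripts with tximport, for 91 live and 92 fixed HCT-116 cells and for 68 live and 83 fixed HepG2 cells. A further 12 labelled cells have no column. All 334 columns had more than 4000 genes with a TPM above 0, the filter given in the methods, and the lowest number of genes was 7572. The values deposited per transcript are CPM (counts scaled to the total reads of the cell) and are not divided by transcript length. For 1960 HCT-116 genes with a single listed transcript, the ratio of this value to the TPM of the gene rose from a median of 0.586 in the shortest 20% to 3.45 in the longest 20%. Total reads per cell, read from the step between the transcript values to the nearest 0.1 M (mega) reads, had a median of 2.5 M (range 0.7 to 5.3) in live and 1.8 M (0.2 to 4.9) in fixed HCT-116 cells. For HepG2 the median was 2.4 M (1.5 to 3.7) in live and 2 M (1 to 2.8) in fixed cells. The values of 1 live and 1 fixed HepG2 column are equal for all 29551 genes, and both columns were kept unless stated. Of 17 hepatocyte marker genes, 0 exceeded 1 TPM in at least 50% of the cells labelled HepG2, and the line is named here by its label.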

We measured the size of single-cell cDNA libraries (Fig. 1B) and noted that although no significant change in fragment size distribution was observed for fixed cells, there is a slight decrease in the quantity of cDNA in the 1500-2000 bp. This result shows that fixation can largely preserve the RNA integrity such that high-quality cDNA can be obtained without severe degradation. After sequencing, raw data from both live and fixed cells were shown to be of high quality and suitable for further analysis; a small but observable reduction in mapping rates was observed in some of the fixed cells compared to live cells, but the mapping rate for all libraries are well within the typical range (Supplementary Figure 8 A-B).

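The sum of the CPM over all listed transcripts gives the percent of the total reads of a cell that the authors assigned to a listed transcript. In HCT-116 this percent had a median of 88 (range 80.8 to 94.3) in live cells and of 83.6 (62.1 to 96.7) in fixed cells. The HepG2 cells had a median of 75.7 (20.5 to 84) when live and of 77.3 (55 to 84.6) when fixed, so that fixed cells had the lower median in HCT-116 only. Reads on features that are not listed are missing from these sums. The listed genes of HepG2 held a median of 895442 TPM in live and 961172 TPM in fixed cells. Whether the share of all assigned reads was lower in fixed HepG2 cells is therefore open.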

**Fig. 1:**
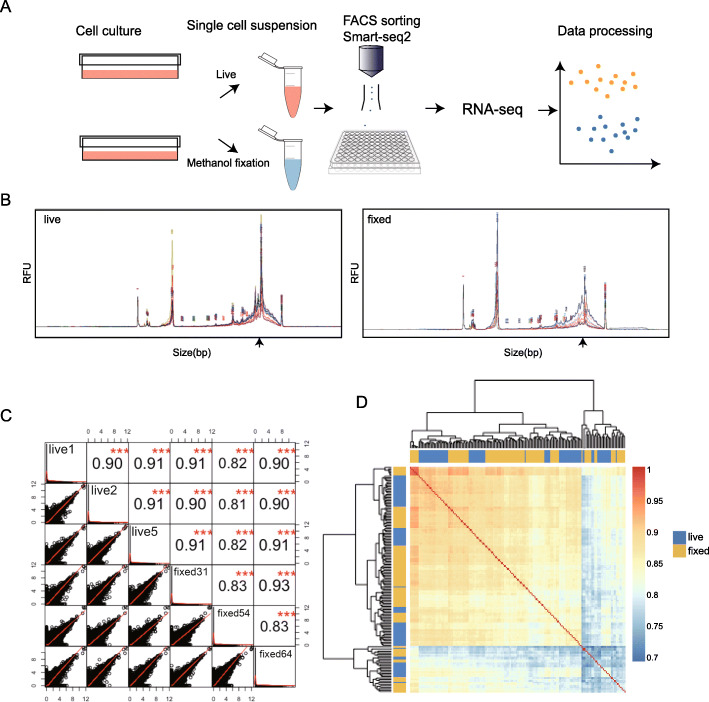
Basic evaluation of fixation effect on sequencing data. (**A**) Workflow and experimental scheme (**B**) Size distributions of cDNA libraries. Traces from single-cell libraries were merged to obtain a general pattern for live (left) and fixed (right) samples. Although the intensity of the ~ 1500 bp peak (pointed by arrow on size axis) is diminished in fixed cells, there is no visible degradation. (**C**) Correlation matrix showing the transcriptome similarity of cells randomly chosen from live and fixed samples. The upper triangle of the matrix shows the Pearson correlation coefficient and the bottom triangle visualized correlation trend. Correlations are consistently high for both inter- and intra-treatment comparisons of live vs. fixed. There is no obvious bias revealed by measuring correlation between single-cell transcriptomes for all pairwise comparisons. (**D**) Correlation factors of all single cells were calculated pairwise and clustered by Euclidean distance. Correlations are consistently high for both inter- and intra-treatment comparisons of live vs. fixed (*R*^2^ > 0.7). The mixed annotation bar indicates the transcriptome similarities do not distinguish cell treatments during sample preparation

Next, we performed a more detailed bioinformatic analysis to compare the transcriptomic profile between those samples. Since the cells subject to fixation were harvested from the same culture as the non-fixed cells, biological variation between the two datasets is expected to be small. If the methanol fixation indeed does not result in any significant changes to the RNA profile, then the correlation between the live and fixed transcriptomic datasets should be high, and comparable to within-dataset correlations. To validate this hypothesis, we first randomly selected three cells from each of the live and fixed datasets and made scatter plots to visualize the pairwise similarity between single cells at the gene level (Fig. 1 C). Indeed, scatter plots look as expected, with high expression genes between single cells correlating closely while low expression genes are more broadly dispersed, with generally good correlation across all genes [24]. We also calculated Pearson correlation coefficients for each pair. As expected, the r^2^ values are consistently high for both cells compared within live or fixed datasets, and between live and fixed datasets. These r^2^ values are also comparable to those found in other published single-cell cross-correlation analyses [25]. To further confirm these results, we then calculated the pairwise correlation for all the cells we profiled, visualizing the results in a heatmap (Fig. 1D). 

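Pearson correlation coefficients were computed on ln(TPM + 1) over the 28806 genes of the HCT-116 table and over all genes of the HepG2 table. In HCT-116, their median was 0.860 (SD 0.0279, 4095 pairs) between live cells, 0.831 (SD 0.0381, 4186 pairs) between fixed cells and 0.835 (SD 0.0338, 8372 pairs) between live and fixed cells. The coefficients ranged from 0.648 to 0.924. In HepG2, the medians were 0.858 (SD 0.0393, 2278 pairs) between live cells, 0.850 (SD 0.0420, 3403 pairs) between fixed cells and 0.841 (SD 0.0406, 5644 pairs) between live and fixed cells. The lowest coefficient in HepG2 was 0.698, and the highest was 0.973 apart from the pair of columns with equal values. In each line the 3 medians differed by less than the SD over pairs of fixed cells. In HCT-116 the medians of live pairs and of fixed pairs differed by slightly more than the SD over live pairs. Pairs share cells, so these SDs describe a spread and not the error of a median. With Spearman's coefficient, which moved these values most, the median between live and fixed cells was 0.714 in HCT-116 and 0.727 in HepG2.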

Overall, the correlation between all cells is high, between 0.7 and 0.9. 

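The mixing of live and fixed labels was measured by the treatment of the most similar other cell of the same line, the cell with the highest correlation coefficient. In HCT-116, 36 of 91 live cells (39.6%, 95% Clopper-Pearson interval 29.5 to 50.4) and 90 of 92 fixed cells (97.8%, 92.4 to 99.7) were most similar to a cell of their own treatment. Mixed labels would give 49.5% for live and 50% for fixed cells. In HepG2, the shares were 56 of 68 live cells (82.4%, 71.2 to 90.5) and 82 of 83 fixed cells (98.8%, 93.5 to 100.0), against 44.7% and 54.7% for mixed labels. These intervals cover counting error only. Cells of either treatment often shared the same most similar cell: 1 fixed HCT-116 cell, the one with the most genes detected (15483), was the most similar cell of most of the 183 cells, and 16 cells were named in all. The alternative that moved the HCT-116 result most, chosen after seeing the data, takes out the mean correlation of each cell, and with it any cell similar to all others, whatever the cause. It gave 98.9% for live and 98.9% for fixed HCT-116 cells, and 95.6% for live and 86.7% for fixed HepG2 cells. Clustering of the correlation matrix by Euclidean distance (complete linkage) gave a branch of 90 live and 88 fixed HCT-116 cells and a branch of 1 live and 4 fixed. The HepG2 cells fell into a branch of 54 live and 66 fixed cells and a branch of 14 live and 17 fixed. The small branch held 1 live and 13 fixed HCT-116 cells with a pseudocount of 0.1. Among cells paired on total reads, chosen after seeing the data, it held 0 live and 6 fixed HCT-116 and 10 live and 2 fixed HepG2 cells.

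**Figure D1:**
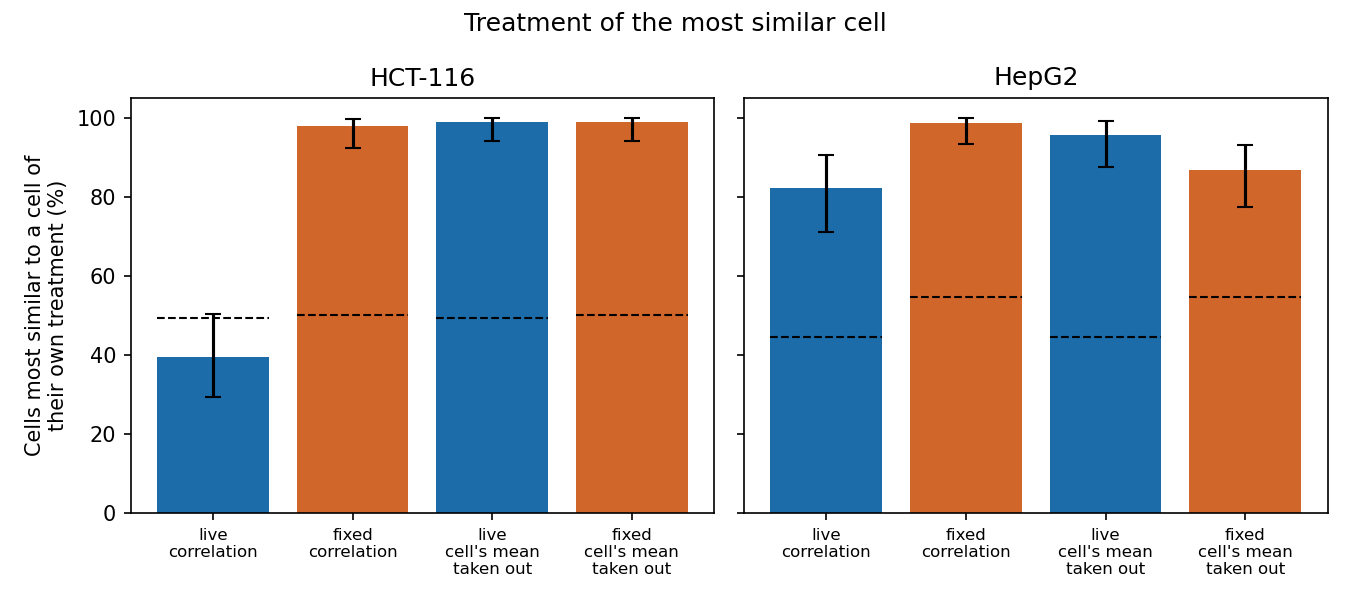
Percent of live (blue) and fixed (orange) cells whose most similar cell had the same treatment, for the correlation as computed and with the mean correlation of each cell taken out; error bars are 95% Clopper-Pearson intervals and dashed lines mark mixed labels. Only the live HCT-116 cells, at 39.6%, fall below their dashed line, and they rise to 98.9% when the means are taken out.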

The annotation bar indicates the label of each cell, live or fixed, and the intermixing of labels indicates that the degree of correlation is not clustered by sample type, suggesting that the methanol fixed cells do not show a major difference from the live cells. These results show preliminarily that methanol fixation does not result in any obvious changes to the transcriptomic profile of single cells.

### Methanol fixation does not affect cell-type identification, clustering, and biological inference

We found that methanol fixation does not dramatically change single-cell RNA transcriptomic profiles, but scRNA-seq is most commonly used to perform cell-type identification and clustering, therefore we further explored our data using classification methods to ensure fixation does not affect these types of analyses and downstream biological inferences. Principal component analysis (PCA) is a commonly used technique in single-cell RNA-seq analysis [26]. It identifies the coordinate system that represents the greatest variance in the data, and projecting data points in this new coordinate system, thus is able to visualize the differences between groups of data points and cluster similar data points together. To see whether single cells could be grouped by their fixation treatment, which would indicate that there is the variance between the two treatment groups, we applied PCA on our data and checked the first several principal components (PCs) for separation between groups of cells. 

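PCA was run on ln(TPM + 1) of the 334 cells over the 31463 genes with a variance above 0, centred and scaled to unit variance. For each component, the share of the variance of its scores that lay between cell lines, between cell cycle phases called with Seurat or between treatments was computed. PC1 held 7.16% of the total variance, and 97.9% of the variance of its scores lay between the cell lines. PC2 held 2.59% of the total variance, with 43.2% of its scores' variance between phases and 0.296% between treatments. On PC3, with 2.13% of the total variance, 78.6% lay between treatments, which was 87.5% within HCT-116 and 75.3% within HepG2. After the S and G2/M scores had been regressed out of each gene, 96.5% of the variance of the PC1 scores lay between cell lines and 75.9% of that of the PC2 scores lay between treatments. The pseudocount moved these values most: with 0.1 in place of 1, the share between treatments on PC2 after cell cycle removal was 47%.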

We found that the top three PCs show meaningful separations (Fig. 2 A): The first PC, which represents the greatest degree of variance, separates cells according to their cell type; the second PC appears to correlate with the cell cycle phase of each cell, and after normalizing for cell cycle effects, we observe that cells become clustered by their treatment condition (Fig. 2 A middle and bottom rows). This suggests that among all the factors for cell classification, inherent differences in cell type remain the most prominent, and when performing cell clustering analysis, any significant biological differences between cell types are unlikely to be obscured by the effects caused by fixation.

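The number of genes detected accounted for 29.0% of the variance of the PC1 scores, 12.2% of that of PC2 and 31.6% of that of PC3 (squared correlation over cells, before cell cycle removal). Of the PC1 scores' variance, 0.00244% lay between treatments. From the separation by cell type on the first component, the paper proposes that fixation does not hide differences between cell types.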

**Fig. 2:**
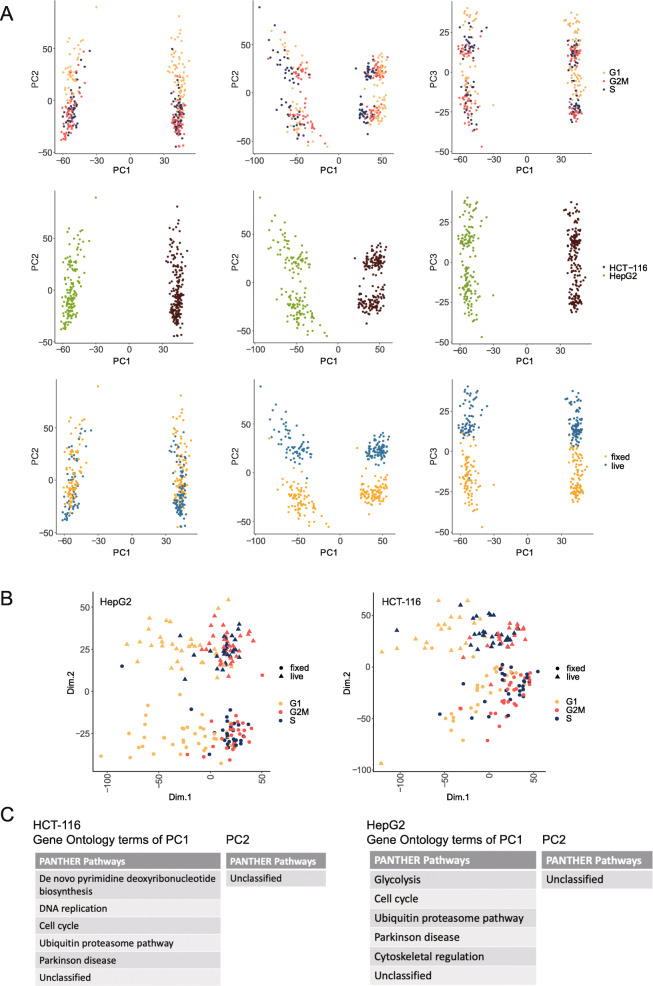
Principal component analysis of data generated from two cell lines. (**A**) PCA visualizing different treatments and annotations. The first column visualizes PC1 and PC2. The third column visualizes using PC1 and PC3. The second column visualizes PC1 and PC2 after cell cycle effect removal. Cells in the same row are annotated using the same terms. Cell type confers the greatest degree of variance in the dataset as shown by the first PC, followed by cycle and fixation effect. Key biological differences between cell types are not obscured by the fixation effect. (**B**) PCA of the individual cell line. Both PC1s are separated by cell cycle effect, while PC2s are separated by the fixation treatment. (**C**) Gene ontology terms of 500 genes with the top contribution in separating the first and second PCs in both cell lines. We further validated the smear pattern in Fig. 2 A was caused by cell cycle effect and the separation between live and fixed cells is not caused by biological reasons

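PCA of the 183 HCT-116 cells alone placed 50.6% of the variance of the PC1 scores between phases and 0.00698% between treatments. PC2 placed 88.8% between treatments and 0.832% between phases. PC1 and PC2 held 3.22% and 2.59% of the total variance. Among the 151 HepG2 cells, the phases took 18.1% of the variance of the PC1 scores and 30.9% of that of PC3, which was the component with the largest share between phases among the first 5. On HepG2 PC2, 65.3% of the variance lay between treatments. The sum of the gene table of each cell accounted for 56.6% of the variance of the HepG2 PC1 scores and for 24.0% in HCT-116. Cells paired on total reads, an alternative chosen after seeing the data, moved the HepG2 share between treatments on PC2 most, to 40.4%. Without the column listed as both live and fixed, likewise added after seeing the data, the treatments took 39.9% of the variance of PC1 and 41.9% of that of PC2. In HCT-116, a pseudocount of 0.1 moved the share on PC2 most, to 73%. With the updated Seurat cell cycle list, the phases took 26.5% of HepG2 PC1, which then was the component with the largest share.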

To determine the specific genes and possible pathways that are responsible for the separation between live and fixed cells, we performed PCA on each cell type separately, and as expected in this analysis PC1 showed separation between cells according to cell cycle phase whereas PC2 was by treatment conditions (Fig. 2B). We then extracted the top 500 highly variable genes from PC1 and PC2 in each cell line and performed Gene Ontology (GO) Analysis [27] on these genes (Fig. 2 C) (Supplementary Table S1). 

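The 500 genes with the largest absolute loadings were compared with those in Table S1. In HCT-116, 500 of the top PC1 genes and 499 of the top PC2 genes were listed for the same component, and in HepG2 these numbers were 498 and 499. The first 20 genes stood in the same order in each of the 4 lists. The top PC1 gene TUBA1B had a mean of 1011 ± 597 TPM (SD over cells) in live and 1180 ± 778 TPM in fixed HCT-116 cells, and CCT3, the first PC1 gene of HepG2, rose by 0.31 in its mean of log2(TPM + 1) from live to fixed HepG2 cells and by 0.10 after rescaling by the median ratio. With genes centred but not scaled, which moved the HCT-116 overlaps most, 231 PC1 genes and 255 PC2 genes were in the lists, and 67 and 250 in HepG2. With a pseudocount of 0.1, added for this comparison after seeing the data, 378 and 285 genes were in the HCT-116 lists, and the HepG2 PC2 overlap moved most, to 21.2% of the 500 genes.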

High contribution genes from PC1 correspond to biological pathways involved in cell cycle processes and control for both cell types analysed, which is expected based on our previous analysis. 

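Gene Ontology terms were not tested, since no annotation of genes to terms was at hand. Instead, the S and G2/M genes of Seurat were counted among the top 500 genes. Of 96 such genes in the tables, 74 were among the top genes of HCT-116 PC1, against a median of 6 in 10000 random lists matched on mean expression. HepG2 PC1 held 20 of them, again against a median of 6, and HepG2 PC3 held 42, against a median of 4. Heat shock genes gave 3 of the HCT-116 PC1 genes and 6 of the HepG2 PC1 genes, with random medians of 1 and 2, and respiratory chain genes gave 4 and 17, with random medians of 11 and 15.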

Genes that are heavily loaded in PC2, which separate the cells by their fixation treatment, did not correspond to any known biological pathways in GO. This result suggests that the separation between live and fixed cells is likely not regulated by any specific biological mechanisms, but rather by technical factors.

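Gene sets fixed before the deposited values were examined were counted among the top 500 PC2 genes. Table S1, which lists 499 of these genes in either line, had been seen earlier, so the choice of sets may not be independent of it. HCT-116 PC2 held 60 of 83 ribosomal protein genes, against a median of 9 in random lists matched on mean expression, and all 60 had a higher mean of log2(TPM + 1) in fixed cells. In HepG2, 7 of 84 were among the PC2 genes, with a random median of 4. Respiratory chain genes gave 13 in HepG2 (random median 3), 11 of them higher in fixed cells, and 7 in HCT-116 (random median 7). Of 28 immediate early genes, 8 were in the HCT-116 and 10 in the HepG2 list, all lower in fixed cells, and random lists held a median of 1 in either line. Over the whole set of immediate early genes, the mean of log2(TPM + 1) fell by 0.79 (median over genes) in HCT-116 and by 0.78 in HepG2, below all 10000 matched lists (percentile 0). With a pseudocount of 0.1, which moved this median most, it fell by 1.32 and 1.43. The ribosomal protein genes rose by 0.41 in HCT-116 (percentile 100) and by 0.37 in HepG2 (percentile 72.5). After rescaling of each cell by the median ratio over broadly detected genes they still rose, by 0.21 and 0.16. Ribosomal RNA was also left out, with the listed genes brought to the same sum, a step chosen after seeing the data. They then rose by 0.10 in HCT-116 (percentile 100), with 23 of 83 genes lower in fixed cells, and by 0.20 in HepG2 (percentile 69.7), with 9 of 84 lower. Among cells paired on total reads, chosen after seeing the data, they stood at percentile 81.3 in HCT-116 and 0.01 in HepG2. Of the set of non-polyadenylated RNA genes, 299 of 380 in HCT-116 and 281 of 382 in HepG2 were lower in fixed cells. Their median change was -0.20 and -0.16, at percentile 0 in either line and also among cells paired on total reads. Replication-dependent histone genes stood at percentile 0 in HCT-116 and 19.3 in HepG2. The first PC2 gene of HCT-116, RNA18S5 (18S ribosomal RNA), had 255152 ± 48162 TPM in live and 76548 ± 21040 TPM in fixed cells (SD over cells). FOS had 531 ± 459 TPM in live and 19.7 ± 50.6 TPM in fixed HepG2 cells, and its mean of log2(TPM + 1) changed by -5.48 in HepG2 and by -4.70 in HCT-116. PKP3 had 30.0 ± 18.7 and 2.95 ± 3.90 TPM in live and fixed HCT-116 cells. These 3 genes were lower in fixed cells of both lines with and without the rescaling. From the lack of a known pathway among the PC2 genes, the paper proposes that technical factors separate live from fixed cells.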

The biological complexity of true tissue samples is much greater than a cell line, thus, to verify our findings, we also re-analysed published live and fixed scRNA-seq data generated from primary peripheral blood mononuclear cell (PBMC) [28]. This published PBMC dataset consists of cells under different conditions: live, fixed for 3 h and fixed for three weeks. Our re-analysis of this dataset shows data generated after fixation is able to preserve the gene features for all subtypes recognized in live cell data (Supplementary Figure 9). In addition, for all subtypes of cells in PBMC, the proportion of each cell type is consistent across data generated from all conditions, which indicates that methanol fixation does not alter cell capture efficiencies in a cell-type specific manner (Supplementary Figure 10).

### Genes that drive live and fixed separation show greater variation in expression level

To explore the PCs with the strongest variation in more detail, we studied the statistical features of the top 500 loading genes in PC1 and PC2. Two sets of genes from both PCs were extracted and their relative expression abundances were studied. Specifically looking at those genes with high loading in PC2 that are responsible for the separation of live and fixed groups in this PC, we compared their average expression between live and fixed cells and found that the key difference is that low-expression genes are generally less detected or less expressed in the fixed cells (Fig. 3 A). 

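The 500 genes with the largest loadings on the treatment component were split at the median of their mean TPM. In HCT-116 this median was 19.5 TPM, and 240 of the 250 genes below it (96%) had a lower mean in fixed cells, with a median log2 ratio of fixed to live means of -1.72. Of the 250 genes above it, 38% were lower in fixed cells (median log2 ratio 0.43). Among cells paired on total reads, chosen after seeing the data and with its own PCA, 64.4% of the genes above the median were lower (-0.77). In HepG2, with a median of 10.9 TPM, 98.8% of the genes below it were lower in fixed cells (median log2 ratio -1.55), as were 82.4% of those above it. The latter share was 53.6% without 6 very similar fixed columns and 97.2% without the column listed as both live and fixed, settings chosen after seeing the data, each with its own PCA. Rescaling each cell by the median ratio left the share below the median in HCT-116 unchanged and shifted the log2 ratio to -1.87.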

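Of the HCT-116 PC1 genes below the median of their mean TPM (65.4), 22.8% had a lower mean in fixed cells, and of those above it, 12.4%. The median log2 ratio of fixed to live means over all 500 genes was 0.25. These shares depended on the scaling: after rescaling by the median ratio, 42.8% of the genes below the median were lower in fixed cells, and with ribosomal RNA genes left out and TPM rescaled, an alternative chosen after seeing the data, 63.2%. For the HepG2 component with the largest share between phases (PC3), 14% of the genes below the median and 18.8% of those above it were lower in fixed cells, and rescaling by the median ratio gave 28% below the median. Among HepG2 cells paired on total reads, also chosen after seeing the data and with its own PCA, 81.6% of the genes below the median were lower in fixed cells.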

We do not observe this phenomenon with genes from PC1 (cell cycle), indicating that this is unlikely to be caused by any technical limit of detection (LOD) – a compromised LOD would affect all low-expression genes in the sample and therefore would appear in both PCs, which is not the case. In addition to the changes to the mean expression level of low-expression genes, we also observe differences in the variability of the gene expression level when comparing the genes from the two different PCs (Fig. 3B). The coefficient of variation (CV) across cells of the gene expression level for genes contributing to PC1 (cell cycle) is comparable between the fixed and live groups, suggesting that cell-cycle related genes are detected with similar consistency in each cell population regardless of the treatment condition. 

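The CV of TPM across cells was computed for each of the 500 genes of the phase component. In HCT-116, its median was 0.513 in live and 0.584 in fixed cells, and it was higher in fixed cells for 450 of the 500 genes. In HepG2, with 499 genes that had a CV in both groups, the median was 0.783 in live and 0.809 in fixed cells, with 52.9% of the genes higher in fixed cells. For the PC1 genes of HepG2 listed in Table S1, the direction changed, with a median CV of 0.434 in live and 0.404 in fixed cells, as it did after rescaling by the median ratio (0.901 in live and 0.847 in fixed cells). Among cells paired on total reads, chosen after seeing the data and with its own PCA, the CV was higher in fixed cells for 326 of 500 genes in HCT-116 (medians 0.450 and 0.476) and for 36.2% of the genes in HepG2.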

Genes contributing to PC2 (fixation effect), however, show notably higher variation in fixed cells than in live cells (Fig. 3B bottom panel). These results suggest that the effect of methanol fixation could be specific to those genes. 

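For the 500 genes of the treatment component, the median CV was 0.535 in live and 0.845 in fixed HCT-116 cells, and 0.578 in live and 0.95 in fixed HepG2 cells. The CV was higher in fixed cells for 88.6% of these genes in HCT-116 and for 92.2% in HepG2. These genes were chosen for separating the treatments in the same cells, and 67% in HCT-116 and 90.6% in HepG2 had the lower mean in fixed cells. A lower mean can raise the CV by itself, and no genes matched on the mean were compared. How much of the higher CV follows from the lower means is therefore open. Among cells paired on total reads, a setting chosen after seeing the data, the medians were 0.572 and 0.899 in HCT-116 and 0.583 and 0.799 in HepG2.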

The interpretation of this is that methanol fixation does not result in consistent signal lost for the whole transcriptome, but rather stochastically across all cells for genes involved in PC2 separation. Therefore, genes separating PC2 may share common features that make them specifically affected once fixed. Thus, the discrepancy between live and fixed cells is likely not due to any biological process of the cell that is induced by methanol treatment.

**Fig. 3:**
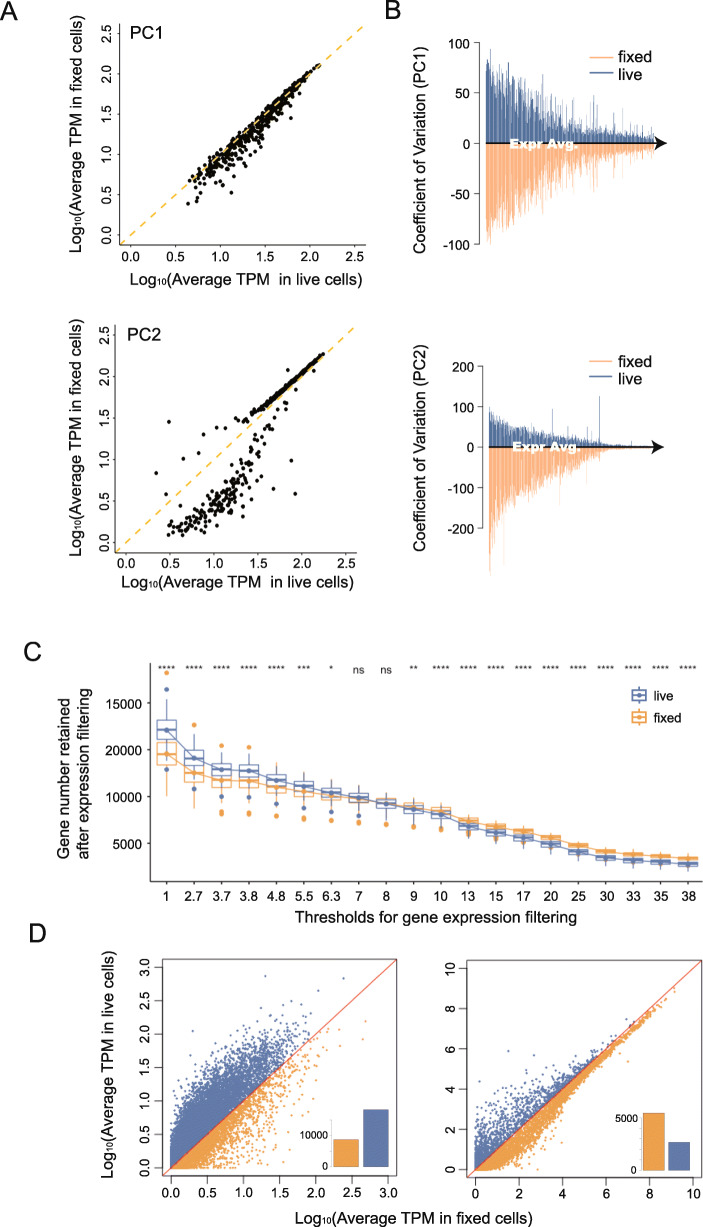
Differences in statistical features of genes with the top contribution in driving variation between live and fixed cells. (**A**) Comparison of relative expression of 500 genes with the top contribution in PC1 and PC2 between live and fixed cells. Expression of PC1 genes correlated well while in PC2 the trend was incoherent for genes with different expressions level, which indicates genes heavily loaded in PC2 may be responsible for the separation between two groups of cells. (**B**) Comparison of expression variation of genes with top contribution from PC1 and PC2. In the top panels of Fig. 3B, we take genes that are heavily loaded in PC1 respect for live cells and fixed cells. Then, we computed the coefficient of variation (CV) of each gene across all cells. The CVs for each gene are then plotted against that gene’s mean expression level, separately for live (blue) and fixed (orange) cells. Genes with the top contribution in PC2 holds much higher variation compared with PC1 genes. (**C**) Comparison of gene detection number after expression filtering. A series of thresholds were set up for different sensitivity requirements. The detection number in fixed cells gradually surpass live cells once the threshold increased (nsP > 0.05, *P < 0.05,**P < 0.01,****P < 0.0001). (**D**) Relative abundances of genes with low (< 5 TPM) or high (> 30 TPM) expression, the inset bar charts compare the quantities of genes which have higher expression in either live (blue) and fixed (orange) cells. For low expression genes, they are generally more abundant in live cells. Genes with higher expression are more abundant in fixed cells

Since scRNA-seq is known to exhibit so-called “dropout” events in gene detection [2, 24, 25, 29–31], we wondered if fixation exaggerates this phenomenon. To better evaluate the dropout frequency over the entire transcriptome, we set a series of increasing gene expression level thresholds for defining detected genes. For each threshold, we used boxplots to visualize the number of genes with expression levels greater than this threshold (Fig. 3 C). As expected, when the threshold for gene filtering is low, live cells have more genes detected overall; but somewhat surprisingly, as the gene expression threshold gradually increases, a greater number of genes is detected in fixed cells. This result shows that fixed cells tend to have more dropout events for low expression genes but retain higher expression genes more robustly. 

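At TPM above 0, 12029 ± 919 genes were detected per live and 10506 ± 1337 per fixed HCT-116 cell (SD over cells), a difference of 1523. The HepG2 cells had 13858 ± 1142 genes when live and 12118 ± 1691 when fixed, a difference of 1740. Both differences were larger than the SD over cells (1147 and 1443), and fixed cells had fewer reads. Among cells paired on total reads, 53 of each treatment in HCT-116 and 38 of each in HepG2, the difference was 1092 genes in HCT-116, smaller than the SD of 1135, and 1505 in HepG2. This pairing was chosen after seeing the data. A threshold of 1 TPM moved the difference most, to 1083 in HCT-116 and 748 in HepG2, the latter smaller than the SD of 1073. Above 1 TPM, 9555 ± 524 genes were detected in live and 8472 ± 743 in fixed HCT-116 cells. From 15 TPM on, the mean was higher in fixed HCT-116 cells at each of 8 of the 20 thresholds of Fig. 3C, and from 9 TPM on in HepG2, at 11 thresholds. Above 38 TPM, 2130 ± 238 genes were counted in live and 2287 ± 242 in fixed HCT-116 cells, and 2093 ± 358 and 2261 ± 217 in HepG2, which are differences smaller than the SD. After rescaling of each cell by the median ratio over genes detected in at least 90% of the cells, fixed cells had the higher mean at 0 of these thresholds in either line. In cells paired on total reads, fixed cells had the higher mean from 9 TPM on in HCT-116, at 11 thresholds, and from 5.5 TPM on in HepG2, at 15 thresholds, with 210 and 328 more genes above 38 TPM.

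**Figure D2:**
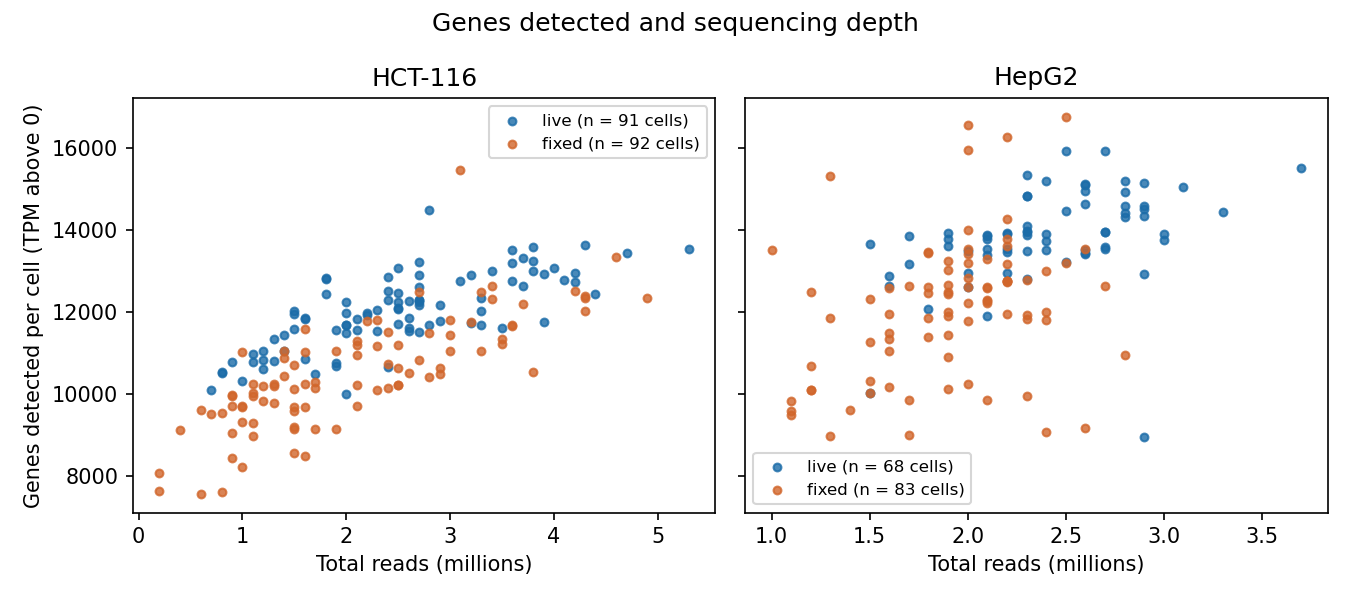
Genes detected per cell (TPM above 0) against total reads (M reads), for live (blue) and fixed (orange) cells, each point being 1 cell. Total reads reach down to 0.2 M in fixed and 0.7 M in live HCT-116 cells, and most fixed cells lie below live cells with as many reads.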

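Detection was also counted by expression level. Over the 21539 HCT-116 genes with a mean TPM below 5, a gene was detected in 24.6% of live and 19.5% of fixed cells on average. For the 2648 genes above 30 TPM, these shares were 98.3% and 96.7%. In HepG2, 31.2% of live and 24.4% of fixed cells detected a gene of the low group, and 98.5% and 98% one of the high group.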

We further illustrate this by extracting genes with either high or low expressions (gene expression (TPM) > 30 high or < 5 low), and for each group, visualizing the relative correlation between the mean expression level for each gene (Fig. 3D). The result shows low expression genes are more abundant in the live group than the fixed. 

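Of the HCT-116 genes with a mean below 5 TPM, 11369 had the higher mean TPM in live cells and 10170 in fixed cells, a share of 52.8% for live cells. In HepG2, 13019 were higher in live and 9126 in fixed cells, a share of 58.8%. When ribosomal RNA genes were left out, an alternative chosen after seeing the data, 63.9% were higher in live HCT-116 cells with the remaining genes rescaled to the same sum, and 64% without that step, which moved this share most. In HepG2, rescaling by the median ratio gave 65.2%.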

The inset graph shows the quantitative comparison of gene numbers above or below the diagonal line. The trend was reversed for highly expressed genes that their expressions are more abundant in fixed cells. 

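Of the HCT-116 genes with a mean above 30 TPM, 2151 had the higher mean in fixed cells and 497 in live cells, so that 81.2% were higher in fixed cells. The HepG2 table gave 2096 and 547 genes, or 79.3%. This split depended on the scaling. After rescaling by the median ratio, 65.8% of the genes in HCT-116 and 65.7% in HepG2 were higher in fixed cells. With ribosomal RNA genes left out and TPM rescaled to the remaining genes, a step chosen after seeing the data, the shares were 47.1% in HCT-116 and 65.7% in HepG2. That step also brings the listed genes of each cell to the same sum, and the median sum in HepG2 was 895442 TPM in live and 961172 TPM in fixed cells (993455 and 991193 in HCT-116). Rescaling to the same sum with ribosomal RNA kept gave 81.1% in HCT-116 and 70.9% in HepG2, and leaving ribosomal RNA out without it gave 47% and 75.9%, both chosen after seeing the data. Ribosomal RNA genes took 25.6% ± 4.82 of the TPM in live and 7.78% ± 2.13 in fixed HCT-116 cells (SD over cells), and 5.53% ± 1.71 and 2.33% ± 0.865 in HepG2. Nearly all of it was 18S (RNA18S5), while 28S (RNA28S5) rose in its mean of log2(TPM + 1) by 2.32 in HCT-116 (from a mean of 255 to 1188 TPM) and by 2.34 in HepG2 (from 140 to 689 TPM). Across the 7267 HCT-116 genes with a mean of at least 5 TPM, the median change in the mean of log2(TPM + 1) from live to fixed cells was 0.03 with TPM as deposited, -0.12 after rescaling and -0.23 without ribosomal RNA. For 7406 HepG2 genes it was 0.14, -0.04 and -0.02, and 0.10 without ribosomal RNA when the sum was not brought to the same value.

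**Figure D3:**
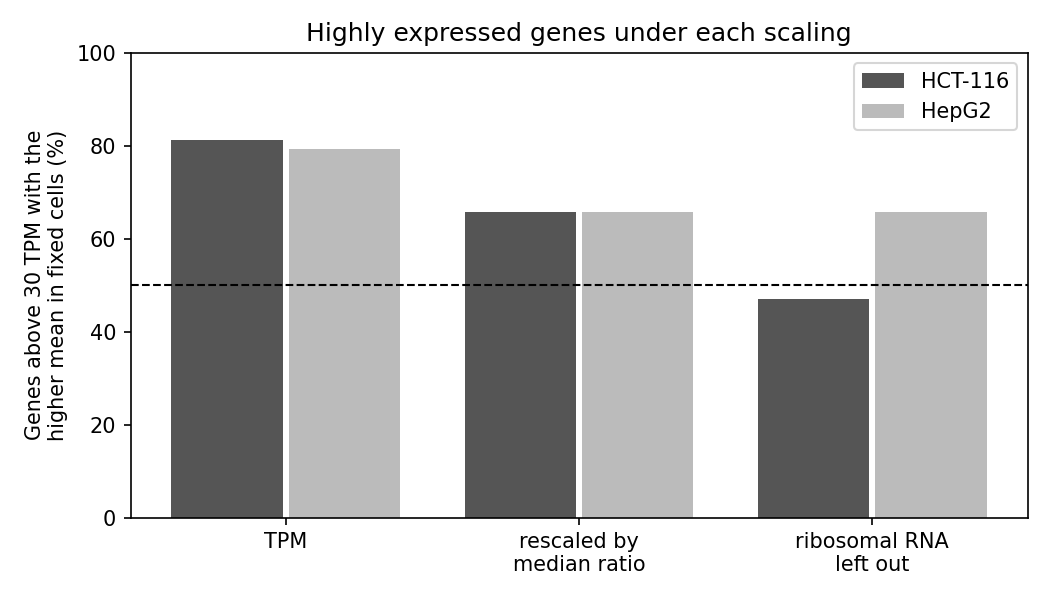
Percent of genes with a mean above 30 TPM that had the higher mean in fixed cells, for HCT-116 (dark) and HepG2 (light), with TPM as deposited and under both other scalings; the dashed line marks 50%. The HCT-116 bar falls from 81.2% to 47.1% when ribosomal RNA is left out.

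**Figure D4:**
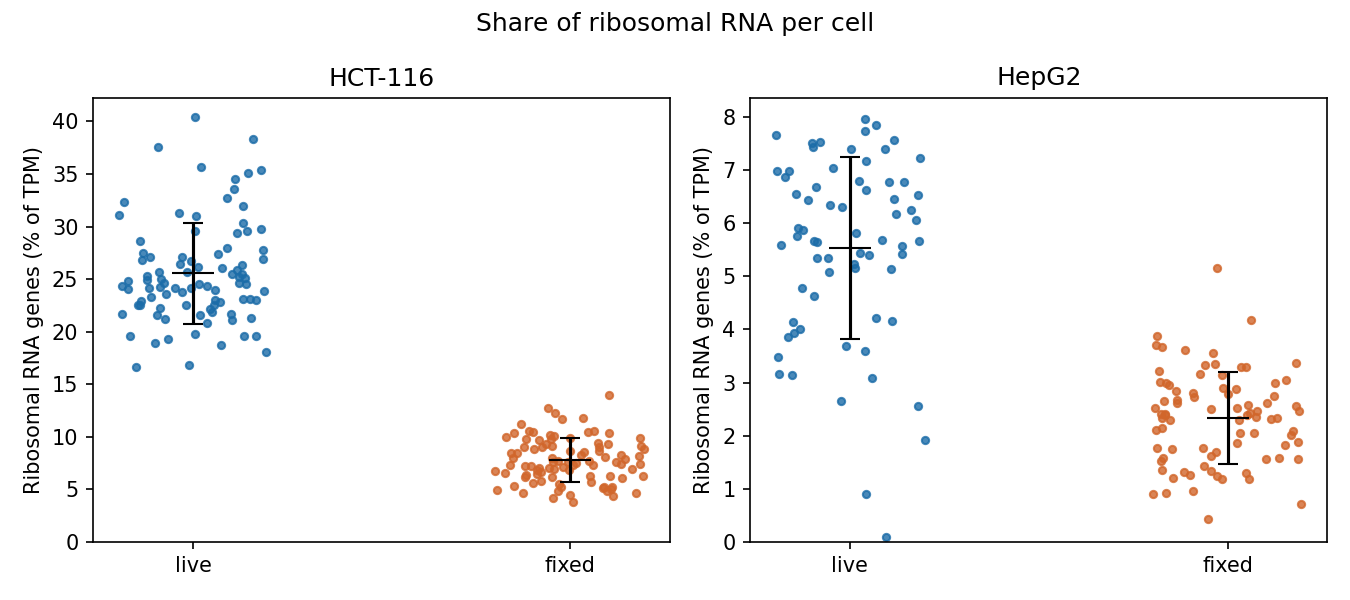
Percent of the TPM of each cell in ribosomal RNA genes, each point being 1 cell, with the mean and SD of live (blue) and fixed (orange) cells in black. The mean is 25.6% in live and 7.78% in fixed HCT-116 cells.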

Based on these results, we concluded that the frequency of dropout and the relative quantitative expression are different between live and fixed cells. And the methanol treatment differentially affects genes with different expression levels.

### Longer and higher GC transcripts are more severely affected by fixation

We sought to find features that are shared among those genes that are most affected, however, features other than abundance can only be described for transcripts, not genes. Abundance measurements at the gene level represent the contribution from multiple transcripts, potentially of widely varying lengths and sequence properties. Therefore, subsequent analyses used transcript level abundances to shed light on potential molecular features or mechanisms that lead to certain types of transcript molecules being affected more by methanol fixation.

First, we observed that the overall GC content of sequenced reads in the fixed cells was significantly higher than in live cells (Supplementary Figure 8 C). There have been no reports of direct methanol-induced conversion of adenosine and thymine to guanosine and cytosine, therefore it is unlikely that this increase in GC content is due to direct amination. Second, we noticed that the peak sizes of the cDNA libraries slightly differed between live and fixed samples and wondered whether fixation could be causing 3’ degradation of RNA molecules leading to changes in length. Thus, we performed further comparative analyses of transcript length and GC content between different treatment conditions. To visualize the GC and length level of specific transcripts against the rest of transcriptome, we sorted all transcripts by their length and GC content and made rank-order plots. In these plots, each dot can be located by a gene’s feature and its corresponding rank, in the increasing order. In the GC content plot, we highlighted top contribution genes from PC1 (cell cycle) and PC2 (fixation effect) using coloured dots, while remaining transcripts are plotted in grey (Fig. 4 A). Compared with PC2, PC1 genes have more even distribution along with the line plot compared to those from PC2. Most PC2 transcripts are restricted to the higher GC content part, which indicates that transcripts separating fixed cells from live ones have higher GC base-pairs in the sequence in general. 

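Lengths and GC contents of the RefSeq transcripts themselves were not at hand, so each transcript was given those of the reference transcript of its gene (MANE Select or Ensembl canonical, GENCODE release 44). Where they could be checked against the ratio of CPM to TPM, over 11773 transcripts of HCT-116, 77.3% lay within a factor of 1.5 and the Spearman correlation across transcripts was 0.735. In a PCA of the 107497 HCT-116 transcripts, the component with the largest share between treatments was PC1 (60.1%), and that with the largest share between phases among the other components was PC2 (34.2%). This phase component also had 27.9% of its variance between treatments, and 495 of its top 500 transcripts were higher in fixed cells. Of the 500 transcripts with the largest loadings, 86.4% of those of the treatment component and 95.2% of those of the phase component had a value. Their median GC content was 57.3% for the treatment component, above all 10000 random lists matched on mean expression (percentile 100, random median 46.5%), and 44.3% for the phase component (percentile 0.02). The alternative that moved this most, chosen after seeing the data, was the PCA of the 41801 curated transcripts (RefSeq NM and NR) alone, where the order was reversed, with 45.8% for the treatment and 50.7% for the phase component. In HepG2 the same setting gave 53.5% for the treatment component (percentile 100) and 45.6% for the phase component. Within the treatment component, the 323 transcripts that were lower in fixed cells had a median GC content of 60.3%, and those that were higher had 47%. Among the top genes of the PCA at gene level, a comparison added after seeing the data, the median GC content was 58.5% for PC2 and 44.4% for PC1 in HCT-116, and 57.8% and 46.6% in HepG2. Only 75.2% of the top transcripts of the HepG2 treatment component had a value in the PCA of all transcripts, too few for a GC content to be given from that PCA.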

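The median length of the top 500 transcripts in HCT-116 was 2843 bp for the treatment component (percentile 77.9 among matched random lists) and 1830 bp for the phase component (percentile 0). It was 3346 bp for the transcripts of the treatment component that were lower in fixed cells and 1172 bp for those that were higher. For curated transcripts alone, the treatment component had the shorter transcripts, with 1573 bp against 2516 bp, and in HepG2 2110 bp against 2357 bp. The top genes at gene level had a median of 2834 bp for PC2 and 2363 bp for PC1 in HCT-116, and of 3178 bp and 2397 bp in HepG2.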

A similar pattern was revealed when the same analysis was done for transcript length (Fig. 4B). To compare the length and GC content of transcripts from both groups, p-value was calculated for each using T-test, and a statistically significant difference was found between genes contributing to PC1 and those contributing to PC2 (Fig. 4 C). 

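Length and GC content were separated by sorting curated transcripts with a mean of at least 5 CPM into 5 classes of equal size by length and, independently, into 5 by GC content. The change in the mean of log2(CPM + 1) from live to fixed cells was taken as the median over the transcripts of each combination. In HCT-116, with 8737 transcripts, it was 0.38 for the shortest and least GC-rich class, 0.01 for the shortest and most GC-rich, 0.14 for the longest and least GC-rich and -1.09 for the longest and most GC-rich. HepG2, with 9469 transcripts, gave 0.41, 0.16, 0.21 and -0.74 for the same combinations. The lowest value of either line, -1.41 in HCT-116 and -1.16 in HepG2, was that of the most GC-rich transcripts in length class 4. Within each of the 5 length classes the most GC-rich transcripts were lower in fixed cells than the least GC-rich ones, by between -1.52 and -0.36 in HCT-116 and between -1.36 and -0.26 in HepG2 (differences of medians). Within each of the 5 GC classes the longest transcripts were lower than the shortest, by between -1.10 and -0.24 in HCT-116 and between -0.90 and -0.21 in HepG2.

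**Figure D5:**
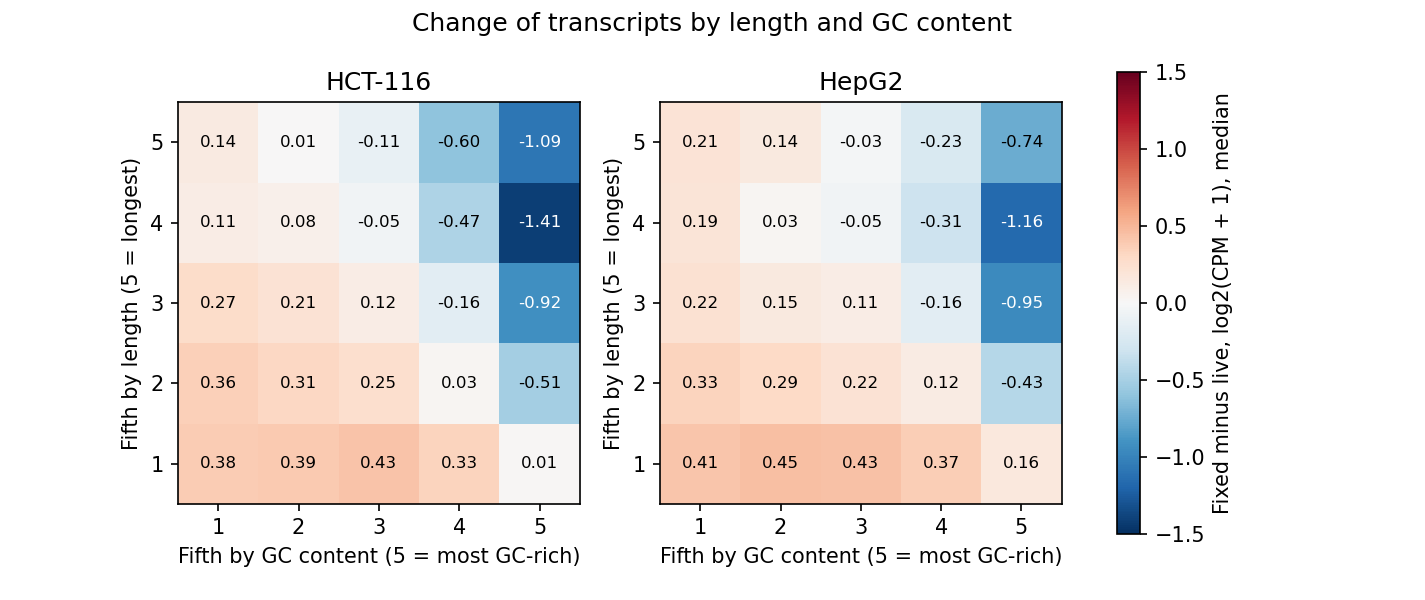
Median change from live to fixed cells in the mean of log2(CPM + 1) of curated transcripts, by length class (vertical axis) and GC class (horizontal axis), for HCT-116 and HepG2. The change is lowest in the most GC-rich class at length class 4 of 5 (-1.41 in HCT-116 and -1.16 in HepG2), less low for the longest (-1.09 and -0.74), and highest among short transcripts outside the most GC-rich class.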

The fixation effect is more prominent for long and high GC transcripts, which are features of transcripts that are causing non-biological separation between live and fixed cells.

**Fig. 4:**
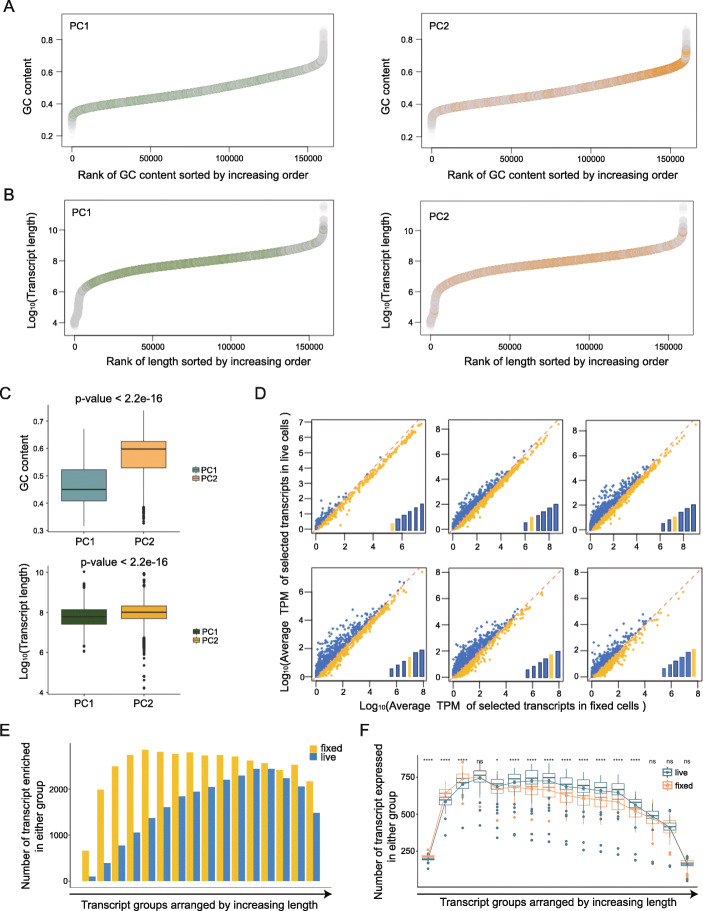
Molecular features of transcripts separating PC1 and PC2. (**A**) Plots of GC content and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right). GC contents of PC2 transcripts are generally higher compared with PC1 transcripts. (**B**) Plots of length and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right). Lengths of PC2 transcripts are generally higher compared with PC1 transcripts. (**C**) Comparisons of GC (top) and length (bottom) of transcripts with top contributions in PC1 and PC2. P-values show differences between live and fixed groups are both significant. Transcripts with top loading in PC2 are generally with longer lengths and higher GC contents compared with those in PC1. (**D**) Comparisons of relative abundances of transcripts with different lengths. We put a set of bars with increasing height at the bottom right corner to represent the transcript lengths. Highlighted bars represent the relative length of transcripts employed in that plot. As transcripts get longer, they gradually become more abundant in live cells than fixed cells. (**E**) Comparison of abundant transcript quantity in live and fixed cells. Groups separated by length. (**F**) Comparison of transcripts detection number. Groups are separated and arranged by increasing length. The number of transcript detection varies as length changes. Statistical significance *p*-values are determined by t-test and indicated with asterisks (ns *P* > 0.05, *P < 0.05, ****P < 0.0001)

To visualize how transcript features correspond with the fixation effect an individual receives, we compared relative expression level and transcript detection number. For abundance comparison, we separated transcripts into 16 groups with equal size according to length (6 plots with increasing order of length were selected) (Fig. 4D, Supplementary Figure 6). We compared relative expression by correlation plot, and the comparison pattern differs as transcript length varies. Then for each group (16 in total), we counted transcript number above or below the diagonal line, which stands for if a transcript holds higher expression in live or fixed cells, to compare the number of transcripts that are enriched in either group (Fig. 4E). The gradually changing trend illustrates that shorter transcripts are more enriched in the fixed group, yet longer transcripts have more equal expressions for both groups. 

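Curated transcripts with a length that were detected in at least 1 cell were sorted by length into 16 groups of 2496 or 2497 transcripts in HCT-116 and of 2495 or 2496 in HepG2, and counted by the treatment with the higher mean CPM. Transcripts that are not curated were left out. In HCT-116 fixed cells had the higher mean for 55.9% of the transcripts of the shortest group, 67% of the transcripts of group 2 (701 to 1111 bp), 52.3% of group 13 (4782 to 5483 bp) and 55.9% of the longest group. In HepG2, the shares were 52.2% in the shortest group, 59.9% in group 2 (738 to 1145 bp), 47.8% in group 7 (2356 to 2659 bp) and 54.5% in the longest group. The mean of log2(CPM + 1) in place of the mean CPM moved the HCT-116 shares most, to between 40.7% and 55.2% over the groups, and rescaling by the median ratio moved the HepG2 shares most, to between 39.2% and 49.5%. After rescaling, the HCT-116 shares lay between 45.3% and 59.3%.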

The transcripts detection number shows similar variations (Fig. 4 F). 

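In 0 of the 16 length groups of curated transcripts did fixed cells have the higher mean number of transcripts detected (CPM above 0), in either line. The ratio of the fixed to the live mean ranged from 0.808 (group 13) to 0.892 (group 2) in HCT-116 and from 0.858 (group 8) to 0.922 (group 2) in HepG2. In the shortest HCT-116 group, 633 ± 72.7 transcripts were detected in live and 536 ± 74.5 in fixed cells (SD over cells), and in the longest, 777 ± 79.2 in live and 676 on average in fixed cells. With the reads of each cell thinned to 500000, the ratios lay between 0.841 and 0.951 in HCT-116 and between 0.870 and 0.955 in HepG2. This step was added after seeing the data. It left out 5 fixed HCT-116 cells, not all of them with total reads below 500000.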

For shorter fragments, more transcripts are detected in fixed cells, whereas longer fragments are detected more frequently in live cells. These analyses suggest that transcripts receive different degrees of effects result from different lengths and GC contents. And transcripts with longer lengths and higher GC contents are more likely to be affected by methanol fixation.

### Transcripts that are both long and GC-rich are the most affected by fixation

Thus far, we have shown that fixation differentially affects transcripts with different GC content and length, based on analysis of transcript abundance quantification, which is calculated from aligned read counts. To further shed light on the potential mechanism behind this effect, we next assessed transcript coverage for clues. Since Smart-seq2 is based on template switching after poly-A tail selection, we postulated that if the fixation effect is due to non-enzymatic RNA degradation, random nucleophilic attack to the 2’ hydroxyl of the RNA should result in random termination of transcripts, and we should observe loss of coverage from the 5’ end in fixed samples as compared to live samples. Thus, we separated transcripts into 10 groups with equal size based on length and performed mapping coverage analysis across the length of the transcript (Fig. 5 A, Supplementary Figure 7). Overall, the coverage for shorter transcripts is very similar between fixed and live samples; but in the longest transcripts, the coverage of bases that are greater than 1500 bp away from 3’ is dramatically lower in fixed samples (Fig. 5 A bottom right).

**Fig. 5:**
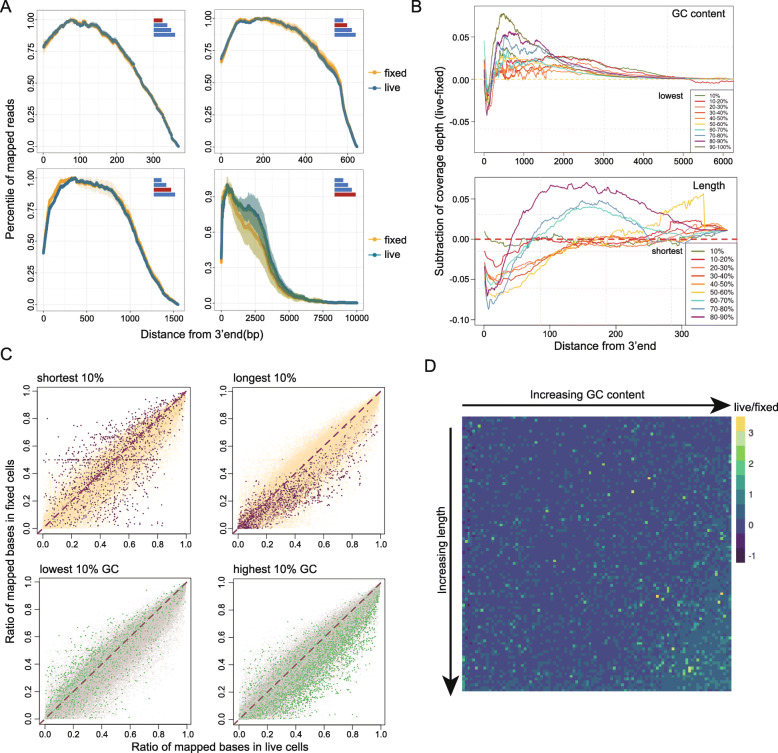
Comparison of mapping features between live and fixed cells. (**A**) Mapping coverage of transcripts grouped by different lengths was used to show the variance in transcript mapping depth between live and fixed cells. Highlighted bars in the top-right corner shows the length of transcripts involved in that plot. Bias at 3’ end in fixed cells is more obvious for longer transcripts. (**B**) Difference in the mapping depth between groups. Ten groups of transcripts were separated by either GC-content (top) and length (bottom). The difference in depth is plotted against distance from 3’end to show how the variance changes. (**C**) The mapping ratios for each transcript were compared using coverage integrity correlation. Transcripts with top or bottom 10 % rank in length and GC content are highlighted in each correlation plot. (**D**) Visualization of the ratio of live/fixed mapping integrity showing transcripts with better coverage. Transcripts are sorted and grouped by length and GC content; each unit represents an average ratio for those transcripts. In the corner containing transcripts with longer and GC-rich transcripts, live cells are shown to have more complete mapping compared with fixed

Next, we directly compared the coverage in transcript groups with different lengths or GC content and studied how the variance changes from 3’ to 5’ end. We computed the difference of coverage depth (coverage_live_ – coverage_fixed_) between live and fixed cells along the length of the transcript and plotted this difference by the transcript GC content (Fig. 5B, top) and by transcript length (Fig. 5B, bottom). We observed longer transcripts to have more discrepancy in coverage pattern once fixed (Fig. 5B, top). The same effect is observed for GC content (Fig. 5B, bottom). Except for in the longest transcripts, we did not observe the severe 3’ bias that is expected in degraded RNA. In conclusion, the coverage patterns of transcripts are affected by fixation, and this effect is stronger in transcripts that are longer and higher in GC content.

To further quantify the mapping completeness, we counted per-base mapping depth for each individual transcript and calculated a mapping ratio ranging from 0 to 1, and then plotted these ratios on a scatter plot to compare this ratio between live and fixed samples (Fig. 5 C). By highlighting the top 10 % longest and shortest transcripts, we can see that the shortest transcripts have a high degree of correlation between the live and fixed, whereas the longer transcripts show a skew towards the live axis, indicating higher mapping depth in the live group. The GC content plot also shows that high GC content transcripts have higher mapping depth in live cells, while low GC content transcripts seem to have higher mapping depth in fixed cells. To determine if these two factors co-occur, we get a quotient of mapping percentile for each transcript from live and fixed groups and binned those numbers into 10,000 groups by 100 × 100 combinations of transcript length and GC content. We plotted a heatmap using a relative mapping ratio, in which each axis is arranged by increasing length or GC content (Fig. 5D). The corner representing transcripts that are both long and are high in GC content shows higher mapping percentiles in live cells, which again indicates that the effect of methanol fixation effect is more severe for these transcripts that are both long and GC-rich.

Although the fixation effect can be revealed in PCA clustering, it is presented as the second largest variation. Since we concluded that the fixation separation was mainly caused by long and GC-rich transcripts, we then explored whether the fixation effect exhibited in the first PC could be revealed by only selecting those long or GC-rich transcripts. To do so, we binned all transcripts by their GC-content into five bins with increasing GC-richness; we also binned all transcripts by their length into five bins with increasing length. We then performed PCA using increasingly higher threshold cut-off for both GC and length, meaning the set of transcripts used for performing PCA were increasingly restricted to those that are long and have very high GC content. 

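PCA was repeated on curated transcripts above the 30th, 50th, 70th and 90th percentile of both length and GC content. With all 39942 curated HCT-116 transcripts that had a length, 16.1% of the variance of the PC1 scores lay between treatments and 39.5% between phases. The share between treatments was 68.5% above the 30th percentile (18072 transcripts), 78.7% above the 50th (7640), 81.8% above the 70th (1883) and 61.6% above the 90th. In HepG2, it was 0.021% for all curated transcripts and 38%, 55.9%, 64.3% and 48.8% above the same percentiles. Without the column listed as both live and fixed, a setting chosen after seeing the data, the HepG2 shares were 5.75% for all curated transcripts and 46.3%, 63.8%, 70% and 52.3% above these percentiles. The largest move among the alternatives for the HCT-116 PCA of all curated transcripts came from keeping those detected in at least 10% of the cells, which gave 7.79%. In the PCA of all listed transcripts, curated or not, the treatments already took 60.1% of PC1 in HCT-116 and 80.0% in HepG2. The low shares before the cut thus hold for curated transcripts only.

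**Figure D6:**
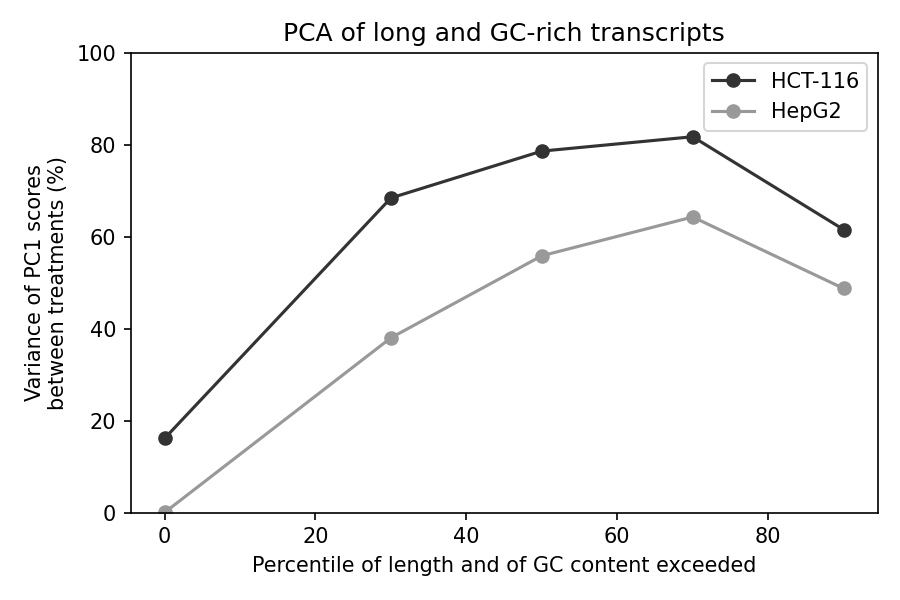
Percent of the variance of the PC1 scores that lay between treatments, against the percentile of length and of GC content that the curated transcripts exceeded, for HCT-116 (dark) and HepG2 (grey). The share is highest above the 70th percentile, at 81.8% and 64.3%, and lower above the 90th.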

As the threshold for GC and length increased, the amount of variation between live and fixed groups that is explained by PC1 also increased (Fig. 6 A), compared to when all transcripts are included, PC1 predominantly shows variation arising from differences in the cell cycle. This is presumably due to the increased weight of transcripts with long length and high GC content that contributes to the separation of cells caused by fixation. To show this more clearly, from each PCA performed using different transcript length-GC selection thresholds, we plot PC1 loadings annotated by treatment condition, in which we observed that although the magnitude of separation is reduced when fewer high length-GC transcripts were used, the separation of fixed and live cells becomes less ambiguous in PC1 (Fig. 6B). We then identified the top 100 most highly loaded transcripts in PC1s and visualized their length and GC content. 

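For the 100 transcripts with the largest PC1 loadings in HCT-116, the median GC content was 47.7% among all curated transcripts, 60.4% above the 30th, 60.3% above the 50th, 59.5% above the 70th and 63.7% above the 90th percentile. Their median length was 2179, 3329, 4195, 5178 and 9001 bp in the same order. The transcripts they were taken from had median lengths of 2988, 3650, 4379, 5427 and 9001 bp. The rise in length therefore follows the cut, and the top transcripts were shorter than this pool except above the 90th percentile. For the top transcripts of HepG2, the medians were 49.2% and 2597 bp among all curated transcripts. They were 63.8% and 9001 bp above the 90th percentile, where 93 transcripts remained. The 100 top transcripts above the 90th percentile in HCT-116 were nearly all of those that passed, which had a median length of 9001 bp as a whole.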

As the threshold for GC and length increased, the length and GC content of the top loaded transcripts also gradually increased (Fig. 6 C). This series of analyses illustrate that longer and higher GC transcripts indeed separate cells based on fixation, indicating that such types of transcript molecules are more likely to be affected by fixation during sample preparation.

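From the share of PC1 that separates live from fixed cells among long and GC-rich transcripts, the paper proposes that fixation is more likely to affect such transcripts.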

**Fig. 6:**
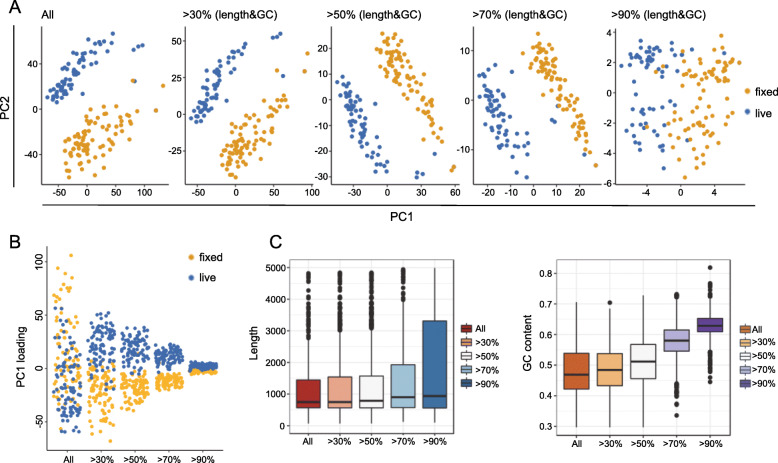
PCA using transcripts with different length and GC contents. (**A**) PCA performed using different transcripts sets. In each plot, transcripts are selected based on lengths and GC contents thresholds. Transcripts selected were used for analysis and plotting. As transcripts with longer lengths and higher GC are used for PCA, PC1 is gradually dominated by the fixation effect. (**B**) PC1 loadings of cells in PCAs performed with different transcripts sets. (**C**) With PCAs performed with increasing lengths and GC contents thresholds, corresponding length or GC content statistic of the top 500 transcripts from PC1s was plotted

### The methanol fixation effect is less prominent if only sequencing the 3’ end

Since Smart-seq2 produces full-length cDNA libraries, the uneven influence received in different transcripts can be observed in mapping coverage and gene quantification. On the other hand, protocols preserving only the 3’ end of cDNA library such as Drop-seq may be less affected by methanol fixation [32], since only one end of the transcript is counted during quantification and analysis. Therefore, even if the RT and amplification are hindered by changed mRNA structure, the fixation effect will be less significant than that seen in Smart-seq2 data.

To validate our hypothesis, we first simulated Drop-seq data by mapping reads generated in Smart-seq2 to the 3’ end of transcriptome reference. By doing so we can produce a dataset resembling the features of Drop-seq since both methods are based on template switching strategy but Drop-seq only preserving 3’ end of the library. In the PCA plotted with 3’ end mapped data, although we still observe the distinction between cells processed with different treatments, the separation is much less clear (Fig. 7 A), and the two clusters appear merged into one. Compared with full-length Smart-seq2 data, the simulated 3’ biased data shows little fixation effect. To examine if the merging of two clusters is caused by different alignment procedures, we also mapped original reads to the 5’ end of the transcriptome. When performing PCA with 5’ end mapped data, the distance between two clusters enlarged and the separation is distinct (Fig. 7B). The result shows data similarity between live and fixed cells differs between 3’ and 5’ end of the transcriptome.

**Fig. 7:**
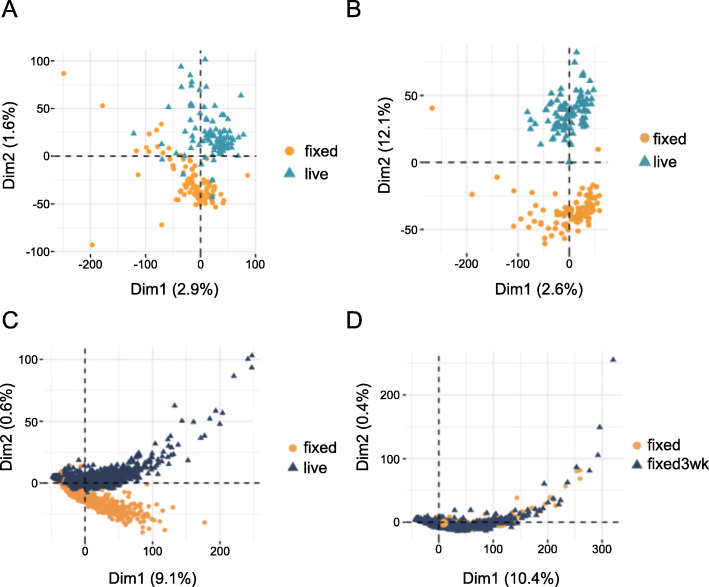
Analysis of the fixation effect in 3’ end biased sequencing data. (**A**) PCA clustering using smartseq2 data counting only 3’ end to simulate Drop-seq data. While the separation still exists between live and fixed cells, two clusters are not totally separate from each other. (**B**) PCA clustering using data counting only 5’ end of the transcriptome. The separation between live and fixed cells is clear. (**C**) PCA clustering including live and fixed cells generated from Drop-seq. Cells from two types are partially merged without strong separation. (**D**) PCA including fixed and fixed cells with 3 weeks storage. Fixed cells with different storage conditions are clustered together

We also used published data to explore the fixation effect in a real Drop-seq experiment [14]. Three sets of data generated from the HEK cell line were analysed, which included live cells, fixed cells, fixed cells with three-week storage. In the PCA including live and fixed cells, although the separation still exists, two clusters are partially merged, which indicates the fixation effect is much weaker in Drop-seq compared with Smart-seq2 (Fig. 7 C). When we performed PCA using cell groups that are both fixed but with different storage duration, we saw once cells are fixed before sequencing, the similarity of their transcriptomes is high (Fig. 7D). This result indicates fixation effects are consistent and not affected by the cell storage time.

This result validates our hypothesis that fixation can affect data differently according to the methods used for library construction. For protocols utilizing template switching strategy, 3’ end data are less affected by fixation compared with full-length data.

## Discussion

To elucidate the effect of methanol fixation on single-cell RNA-seq data, we performed a series of comparative analyses and proposed a potential mechanism for how the fixation effect occurs. For all comparisons carried out at the gene level, the results show that fixation data is capable of revealing biological insights that are typically sought in scRNA-seq experiments. Although subtle discrepancies were observed in part of our analysis, they did not obscure the key biological features of cells and key biological differences between cell types. We further investigated these effects at transcript-level to identify the source of the observed differences, using both expression abundance data and raw sequencing data to uncover more in-depth insights to account for the observed discrepancies. Using transcript-level information, we showed that length and GC are key properties that correlate with the degree of fixation effect each transcript receives. Specifically, longer fragments with higher GC content are shown to be more affected by fixation in quantification and mapping integrity. Based on structural considerations, we hypothesize that transcripts that are long and high in GC are more likely to have complex higher-order structures, which makes them more difficult to fully recover from methanol fixation even after rehydration [33]. Unlike mRNA with simple structures, those with more complex structures may be altered and hinder downstream reactions such as RT and amplification. An important insight from our results is that for users of scRNA-seq who wish to investigate differences in splice isoforms, live samples will be more reliable since the full-length information of transcriptome is better preserved; methanol fixation will result in skewed abundance readouts from those transcripts with high GC and long length. In addition, we also observed lower %GC in the quality control report, which indicates that GC-rich transcript may not be preserved well by methanol fixation (Supplementary Figure 8 C).

In addition, fixation effects are more obvious in Smart-seq2 data compared with Drop-seq. In both simulated and real Drop-seq data (Fig. 7A C), we observed less separation between live and fixed cells compared with Smart-seq2, therefore illustrating that the fixation effect is not observable in 3’ end sequencing. It is possible that since the oligo-dT primers bind to the poly-A tail at the 3’ end to initiate the RT, the integrity of the 3’ end is more likely to be protected and captured, whereas the subsequent template switching step that occurs at the 5’ end is more likely to be affected. An inefficient template switch then leads to incomplete DNA elongation and finally affecting data quantification in fixed cells. Based on our observations and mechanistic hypothesis, methanol fixation influences the data by introducing barriers to RT, which will occur more often in transcripts with complex secondary structure, therefore the fixation effect will not be observed if sequencing only one end of the transcript.

Besides the loss of mRNA with more complex secondary structures, we also observed a general trend of more dropout of low expression genes in the fixed group. By checking the sequence features of the corresponding transcripts, we found the low expression is not related to GC content and length. Instead, this may indicate the dropout detection of low expression genes is exaggerated by fixation. For research focusing on transcripts with low abundance, methanol fixation can lead to reduced or even complete loss of the target, even though we and others have shown that this does not affect cell-type clustering results [14, 28]. We also found that although the discrepancy between live and fixed sample is not primarily caused by RNA degradation, it is crucial to include protective reagents such as RNase inhibitors to all buffers and reagents during the methanol fixation and rehydration steps to prevent degradation. Methanol fixation can also lead to cell aggregation, thus, to avoid capturing many doublets or cell aggregates in the scRNA-seq experiment, proper gating conditions should be established during single cell sorting to remove these unwanted aggregates (Supplementary Figure 8DE).

Fixation induced expression changes are also seen when comparing relative abundance between live and fixed cells (for example in Figs. 3D and 4D). When using Smart-seq2 data for such analysis, some transcripts show higher expression in fixed cells rather than in live cells. This begs the question of whether some genes are enriched due to fixation. Although the elevated expression of some mRNA transcripts in fixed cells in some analyses seems contradictory, this phenomenon can be explained from the perspective of library construction and data normalization. During sequencing library construction and single-cell library pooling, the protocol aims to collect equal amounts of products from individual samples. Therefore, even though there are differences in cDNA yield after pre-amplification, it can be removed by sequencing library preparation since the equal quantity of cDNA were used for downstream processing. Moreover, after data normalization (e.g., calculation of TPM or CPM), the resulting library size will be equalized for individual cells. In fixed cells, transcripts affected by fixation have more dropout during library preparation, therefore loss of those transcripts means remaining transcripts are more likely to be captured, which could then be reflected as a higher expression level of these transcripts in fixed cells.

Our work determines the feasibility level of methanol fixation in different usage scenarios such as basic scRNA-seq compared with those focusing on transcript isoforms level studies, and we inform users of the types of biases that occur with methanol fixation in different experimental scenarios. Knowing how fixation affects the RNA-seq data is beneficial for researchers to make reasonable and appropriate experimental plans using methanol fixation.

## Conclusions

In conclusion, we evaluated the effect of methanol fixation in single-cell RNA-seq from various aspects and observed largely similar results between data generated from live and fixed cells, while in-depth transcript level analyses revealed important differences between live and fixed cells in GC and length biases that could affect specific types of biological studies. This confirms the feasibility of using methanol fixation for sample preserving in most applications, while there remain subtle differences in transcript detection and coverage with increasing transcript length and GC content. Moreover, we found that the effect of methanol fixation is also different in distinct library construction strategies. These findings suggest that methanol fixation is generally a good method for sample fixation, but certain types of biological analyses that require consideration of full-length transcripts, or that may be influenced by the GC-content or transcript length need to use caution when interpreting the results from fixed data, to avoid misleading conclusions due to fixation. Overall, this study provides an in-depth investigation of the effects of methanol fixation on scRNA-seq data, and offers users additional guidance in selecting the appropriate sample preservation strategy for single-cell transcriptomic studies.

## Methods

### Cell line preparation and fixation

The HCT-116 and HepG2 cell lines used in this study were purchased from ATCC (HepG2, cat# HB-8065; HCT-116, cat# CCL-247). HCT-116 and HepG2 cells were cultured with Dulbecco’s Modified Eagle’s medium (DMEM) (Thermo Fisher Scientific, cat# 12,100,046) supplemented with 1 % Penicillin-Streptomycin (Thermo Fisher Scientific, cat# 15,070,063) and 10 % Fetal Bovine Serum (Thermo Fisher Scientific, cat# 16,000,044). We harvested cells at 70–80 % confluence, dissociated for 2 min at 37 °C using 0.25 % trypsin-EDTA (Invitrogen, cat# 25,200,072), and quenched with growth medium. To prepare cells for different treatments, the cell suspension was separated into two parts with equal volume. We centrifuged at 300 g for 5 min to wash the cells. The supernatant was removed, and the cell pellet was resuspended using phosphate-buffered saline (PBS) (Invitrogen, cat# 10,010,023). The resuspension volume was chosen such that the final cell concentration is 10^6^ to 10^7^ cell/mL. A portion of the cells were taken for processing immediately to generate the “live cells” sequencing library; the rest of the cells were kept for fixation.

Fixation and rehydration steps were performed following a previously published protocol [14]. Briefly, ice cold 20 % PBS was added to resuspend the cell pellet and 80 % pre-chilled methanol was added dropwise, until the final cell concentration reached 10^6^ to 10^7^ cell/mL. After mixing PBS and methanol by gently pipetting up and down, the tube with the fixed cells was placed on ice for 20 min and then transferred to -80 °C for longer storage. Fixed samples were kept for one week before rehydrating, cell sorting, and library construction.

The HepG2 experiments were performed in two separate replicates, while the HCT-116 experiments were performed once.

### Cell rehydration, FACS sorting, library construction, and sequencing

Cells stored in 80 % methanol was transferred from − 80 °C to ice and centrifuged at 1500 g for 3 min. We discarded supernatant and collected the cell pellet. PBS in presence with 0.01 % Bovine Serum Albumin Fraction V (BSA, Thermo Fisher Scientific, cat# 15,260,037) and 1U/ul RNase OUT (Thermo Fisher Scientific, cat# 10,777,019) was used for resuspending and washing the cell pellet. Fixed cells were washed with the same washing buffer twice to remove methanol thoroughly. After washing, fixed cells were kept in the washing buffer and ready for sorting. For live cell sorting, cells were stained with propidium iodide (PI, Sigma-Aldrich, car# P4864-10ML) solution at room temperature for 10 min. Both live and fixed cells were filtered through 70 μm filter to prevent cell clumping.

Both live cells and fixed cells were sorted into 96 well plates containing cell lysis buffer using BD Aria IIIu sorter (BD Biosciences). FSC parameters were used for singlet selection (Supplementary Figure 8D). PE-Cy5 signal was used for removing dead cells. Prior to sorting, we visually observed more and larger cell aggregates in fixed cell samples under the cell counter, as compared to the live cells. By visual inspection, sorting was able to remove the aggregates (Supplementary Figure 8E). The plates with sorted cells were vortexed and spun down at 4 °C. Single-cell cDNA library was constructed using Smart-seq2 protocol [16]. After obtaining cDNA libraries, cDNA library size was checked using Fragment Analyzer HS NGS Fragment Kit (1-6000 bp) (Agilent, formerly Advanced Analytical, cat# DNF-474-1000). Concentrations were quantified by Qubit 3.0 fluorometer (Thermo Fisher Scientific, cat# Q33216). High quality cDNA libraries were used for sequencing library construction.

Illumina sequencing libraries were prepared using Nextera XT DNA Library Prep Kit (Illumina, cat# FC-131-1096). The concentrations of cDNA libraries were diluted to 0.1-0.3ng/ul. Tagmentation and dual indexing were performed based on the library construction protocol for C1 (Fluidigm). Single-cell libraries were pooled with equal volumes and sequenced using Nextseq 500/550 High Output Kit v2.5 (Illumina, cat# 20,024,906) on Nextseq 500/550 sequencer (Illumina), targeting 1.5 million paired reads for each cell.

### Data processing and analysis

Raw sequencing data were demultiplexed with adapters trimmed on Basespace (Illumina). Quality of all raw *fastq.gz files was checked using Fastqc [17]. Reads are mapped to ENSEMBL human reference genome GRCh38 using Kallisto [18] for quantification. The integration of single-cell data was done by tximport [19]. Cells with more than 4000 genes detected were preserved for downstream processing, resulting in 151 cells for HepG2, and 183 cells for HCT-116. For data normalization, we logged the TPM result provided by Kallisto. Matrices of gene and transcript abundance were obtained by adjusting “tx2gene” parameter in tximport.

The correlation matrix was plotted with “chart.Correlation” implemented in the “PerformanceAnalytics” package. Cell-cycle related analyses were done using Seurat R package [20]. We performed Principal Components Analysis using FactomineR package and visualizations were done using either R built-in functions, ggplot2, or ggpubr. We performed Gene Ontology analysis using Gene Ontology website(http://geneontology.org). The remaining analyses used custom scripts, downloadable at https://github.com/wangxinlei217/Effect-of-methanol-fixation-on-single-cell-RNA-sequencing-data.

Length and GC information of individual transcript was calculated according to GRCh38 transcriptome sequence using a custom R script. For all transcript separation based on either length or GC content, the thresholds were set to make sure that all groups have the equal number of transcripts. In the analysis focusing on transcript coverage, raw reads were mapped to GRCh38 by STAR [21]. To analyze mapping coverage for the individual transcript, Aligned *bam files were converted to depth files with samtools depth function in SAMtools [22], which shows the number of reads mapped to each base pair on each chromosome. Reads in depth file were then assigned to specific transcripts using bedtools intersect function in BEDTools [23]. Downstream analysis and visualization were performed in R.

To map Smart-seq2 reads to the 3’ end and 5’end of the transcriptome, we first trimmed the GRCh38_RNA_latest.fna to build the reference, then we performed alignment and quantification with kallisto. Gene expression matrices of Drop-seq data were downloaded from GEO (accession numbers GSM2359002, GSM2359003, GSM 2,359,005).

## Supplementary Information

**Additional file 1: Supplementary Figure 1.** Statistical features of genes with the top contribution for driving different PCs between live and fixed cells in HepG2. (A) Comparison of relative expression of 500 genes with the top contribution in PC1 (top) and PC2 (bottom) between live and fixed cells. (B) Comparison of expression variation of genes with top contribution from PC1 (top) and PC2 (bottom). (C) Relative abundances of genes with low (<5 TPM, left) high (>30 TPM, right) expression, the inset bar charts compare the quantities of genes that have higher expression in either live (blue) and fixed (orange) cells. (D) Comparison of gene detection number after expression filtering. **Supplementary Figure 2.** Molecular features of transcripts separating PC1 and PC2 in HepG2. (A) Plots of GC content and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right). (B) Plots of length and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right). (C) Comparisons of length (left) and GC content (right) of transcripts with top contributions in PC1 and PC2. P-values show differences between live and fixed groups are both significant. (D) Comparison of transcripts detection number. Groups are separated and arranged by increasing length. The number of transcript detection varies as length changes. Statistical significance p-values are determined by t-test and indicated with asterisks (ns *P*>0.05, *P<0.05, ****P<0.0001). **Supplementary Figure 3.** Comparison of mapping features between live and fixed cells in HepG2. (A) The mapping ratios for each transcript were compared using coverage integrity correlation. Transcripts with top or bottom 10% ranking in length and GC content are highlighted in each correlation plot. (B) Visualization of the ratio of live/fixed mapping integrity. Transcripts are sorted and grouped by length and GC content; each unit represents an average ratio for those transcripts in one group. **Supplementary Figure 4.** Transcripts with longer length and higher GC content separate live and fixed cells (done using HepG2). (A) PCA performed using different transcripts sets. In each plot, transcripts are selected based on length and GC content thresholds. (B) PC1 loadings of cells in PCAs performed with different sets of transcripts. (C) With PCAs performed with increasing length and GC content thresholds, corresponding length or GC content statistic of the top 500 transcripts from PC1s was plotted. **Supplementary Figure 5.** PCA using HepG2 data generated by mapping raw reads to 3’end (A) and 5’end (B) of transcripts. **Supplementary Figure 6.** Expression correlation of transcripts with different lengths. Transcripts are equally grouped to 16 according to the length. IDs in each plot represent the transcripts group included in that plot. With the increase of the ID number, the average length of the transcript group also increased. Both results of HCT-116 (top) and HepG2 (bottom) are shown. **Supplementary Figure 7.** Comparison of mapping coverage between live and fixed cells. Transcripts are equally grouped to 10 according to the length. IDs in each plot represent the transcripts group included in that plot. With the increase of the ID number, the average length of that transcript group also increased. Both results of HCT-116 (top) and HepG2 (bottom) are shown.**Supplementary Figure 8.** Basic evaluation of methanol fixation protocol. (A) Fastqc result of data of both live and fixed cells. (B) Ratio of mapped reads of live and fixed cells. (C) Percentage of GC in raw sequence reads from live and  fixed data. (D) FACS gating for single cell sorting. (E) Cell counter images of cells during sample processing steps. Left panel shows state of cell suspension upon digestion and fixation. Middle panel shows the look of cells filtered by cell strainers. Right panel shows images of cells sorted by FACS. **Supplementary Figure 9.** PBMC analysis validates the feasibility of methanol fixation in tissue samples. (A) Gene markers of PBMC subtypes learned from Seurat tutorial (https://satijalab.org/seurat/archive/v3.0/immune_alignment.html). (B-D) Left panels show UMAP of PBMC data generated from different sample conditions with gene markers highlighted. Right panels show the UMAP of PBMC data from different conditions with cell types annotated. **Supplementary Figure 10.** Methanol fixation does not cause cell-type specific drop-out in single cell RNA-seq data. (A) UMAP plotted by data integrated from all sample conditions with cell type annotated. (B) UMAP plotted by integrated data with gene markers highlighted. (C) UMAP plotted using integrated data and split according to sample conditions. (D) Frequency of each PBMC subtype in data sets generated from each condition.

**Additional file 2:** Gene list used in GO analysis.

## Data Availability

The datasets generated in this study is available in the NCBI Gene expression Omnibus under the accession number GSE150993 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150993). Drop-seq data was downloaded from the GEO repository (record GSE89164: https://www.ncbi.nlm.nih.gov/geo/query/ acc.cgi?acc = GSE89164). PBMC data was downloaded from GEO (record GSE112845: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112845).

## Abbreviations

scRNA-seq: Single-cell RNA-sequencing
RT: Reverse transcription
IHC: Immunohistochemistry
FACS: Fluorescence-activated cell sorting
PCA: Principal component analysis
GO: Gene ontology
LOD: Limit of detection
CV: Coefficient of variation
PC: Principal component
TPM: Transcript per million
CPM: Counts per million

# Supplementary material for: The effect of methanol fixation on single-cell RNA sequencing data
**Source:** BMC Genomics. 2021 Jun 5;22:420. doi: 10.1186/s12864-021-07744-6
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure 1. Statistical features of genes with the top contribution for driving different PCs between live and fixed cells in HepG2. (A) Comparison of relative expression of 500 genes with the top contribution in PC1 (top) and PC2 (bottom) between live and fixed cells. (B) Comparison of expression variation of genes with top contribution from PC1 (top) and PC2 (bottom). (C) Relative abundances of genes with low (<5 TPM, left) high (>30 TPM, right) expression, the inset bar charts compare the quantities of genes that have higher expression in either live (blue) and fixed (orange) cells. (D) Comparison of gene detection number after expression filtering. Supplementary Figure 2. Molecular features of transcripts separating PC1 and PC2 in HepG2. (A) Plots of GC content and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right). (B) Plots of length and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right). (C) Comparisons of length (left) and GC content (right) of transcripts with top contributions in PC1 and PC2. P-values show differences between live and fixed groups are both significant. (D) Comparison of transcripts detection number. Groups are separated and arranged by increasing length. The number of transcript detection varies as length changes. Statistical significance p-values are determined by t-test and indicated with asterisks (ns P>0.05, *P<0.05, ****P<0.0001). Supplementary Figure 3. Comparison of mapping features between live and fixed cells in HepG2. (A) The mapping ratios for each transcript were compared using coverage integrity correlation. Transcripts with top or bottom 10% ranking in length and GC content are highlighted in each correlation plot. (B) Visualization of the ratio of live/fixed mapping integrity. Transcripts are sorted and grouped by length and GC content; ea

**Supplementary information**

**Effect of methanol fixation on single-cell RNA sequencing data**

Authors:

Xinlei WANG, Lei YU, Angela WU.

**Supplementary Figure 1.** Statistical features of genes with the top contribution for driving different PCs between live and fixed cells in HepG2.

**(A)** Comparison of relative expression of 500 genes with the top contribution in PC1(top) and PC2(bottom) between live and fixed cells.

(**B**) Comparison of expression variation of genes with top contribution from PC1(top) and PC2(bottom)

(**C**) Relative abundances of genes with low (<5 TPM, left) high (>30 TPM, right) expression, the inset bar charts compare the quantities of genes that have higher expression in either live(blue) and fixed(orange) cells.

(**D**) Comparison of gene detection number after expression filtering.

**Supplementary Figure 2.** Molecular features of transcripts separating PC1 and PC2 in HepG2.

(**A**) Plots of GC content and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right).

(**B**) Plots of length and corresponding rank for the whole transcriptome. Highlighted events are those with top contributions in PC1 (left) and PC2 (right).

(**C**) Comparisons of length (left) and GC content (right) of transcripts with top contributions in PC1 and PC2. P-values show differences between live and fixed groups are both significant.

(**D**) Comparison of transcripts detection number. Groups are separated and arranged by increasing length. The number of transcript detection varies as length changes. Statistical significance p-values are determined by t-test and indicated with asterisks (nsP>0.05, *P<0.05, ****P<0.0001).

**Supplementary Figure 3.** Comparison of mapping features between live and fixed cells in HepG2.

**(A)** The mapping ratios for each transcript were compared using coverage integrity correlation. Transcripts with top or bottom 10% ranking in length and GC content are highlighted in each correlation plot.

**(B)** Visualization of the ratio of live/fixed mapping integrity. Transcripts are sorted and grouped by length and GC content; each unit represents an average ratio for those transcripts in one group.

**Supplementary Figure 4.** Transcripts with longer length and higher GC content separate live and fixed cells (done using HepG2).

(**A**) PCA performed using different transcripts sets. In each plot, transcripts are selected based on length and GC content thresholds.

(**B**) PC1 loadings of cells in PCAs performed with different sets of transcripts.

(**C**) With PCAs performed with increasing length and GC content thresholds, corresponding length or GC content statistic of the top 500 transcripts from PC1s was plotted.

**Supplementary Figure 5.** PCA using HepG2 data generated by mapping raw reads to 3’end (A) and 5’end (B) of transcripts.

HCT-116

HepG2

**Supplementary Figure 6.** Expression correlation of transcripts with different lengths. Transcripts are equally grouped to 16 according to the length. IDs in each plot represent the transcripts group included in that plot. With the increase of the ID number, the average length of the transcript group also increased. Both results of HCT-116(top) and HepG2(bottom) are shown.

HCT-116

HepG2

**Supplementary Figure 7.** Comparison of mapping coverage between live and fixed cells. Transcripts are equally grouped to 10 according to the length. IDs in each plot represent the transcripts group included in that plot. With the increase of the ID number, the average length of that transcript group also increased. Both results of HCT-116 (top) and HepG2 (bottom) are shown.

**Supplementary Figure 8.** Basic evaluation of methanol fixation protocol

1. Fastqc result of data of both live and fixed cells.
2. Ratio of mapped reads of live and fixed cells.
3. Percentage of GC in raw sequence reads from live and fixed data.
4. FACS gating for single cell sorting.
5. Cell counter images of cells during sample processing steps. Left panel shows state of cell suspension upon digestion and fixation. Middle panel shows the look of cells filtered by cell strainers. Right panel shows images of cells sorted by FACS.

**
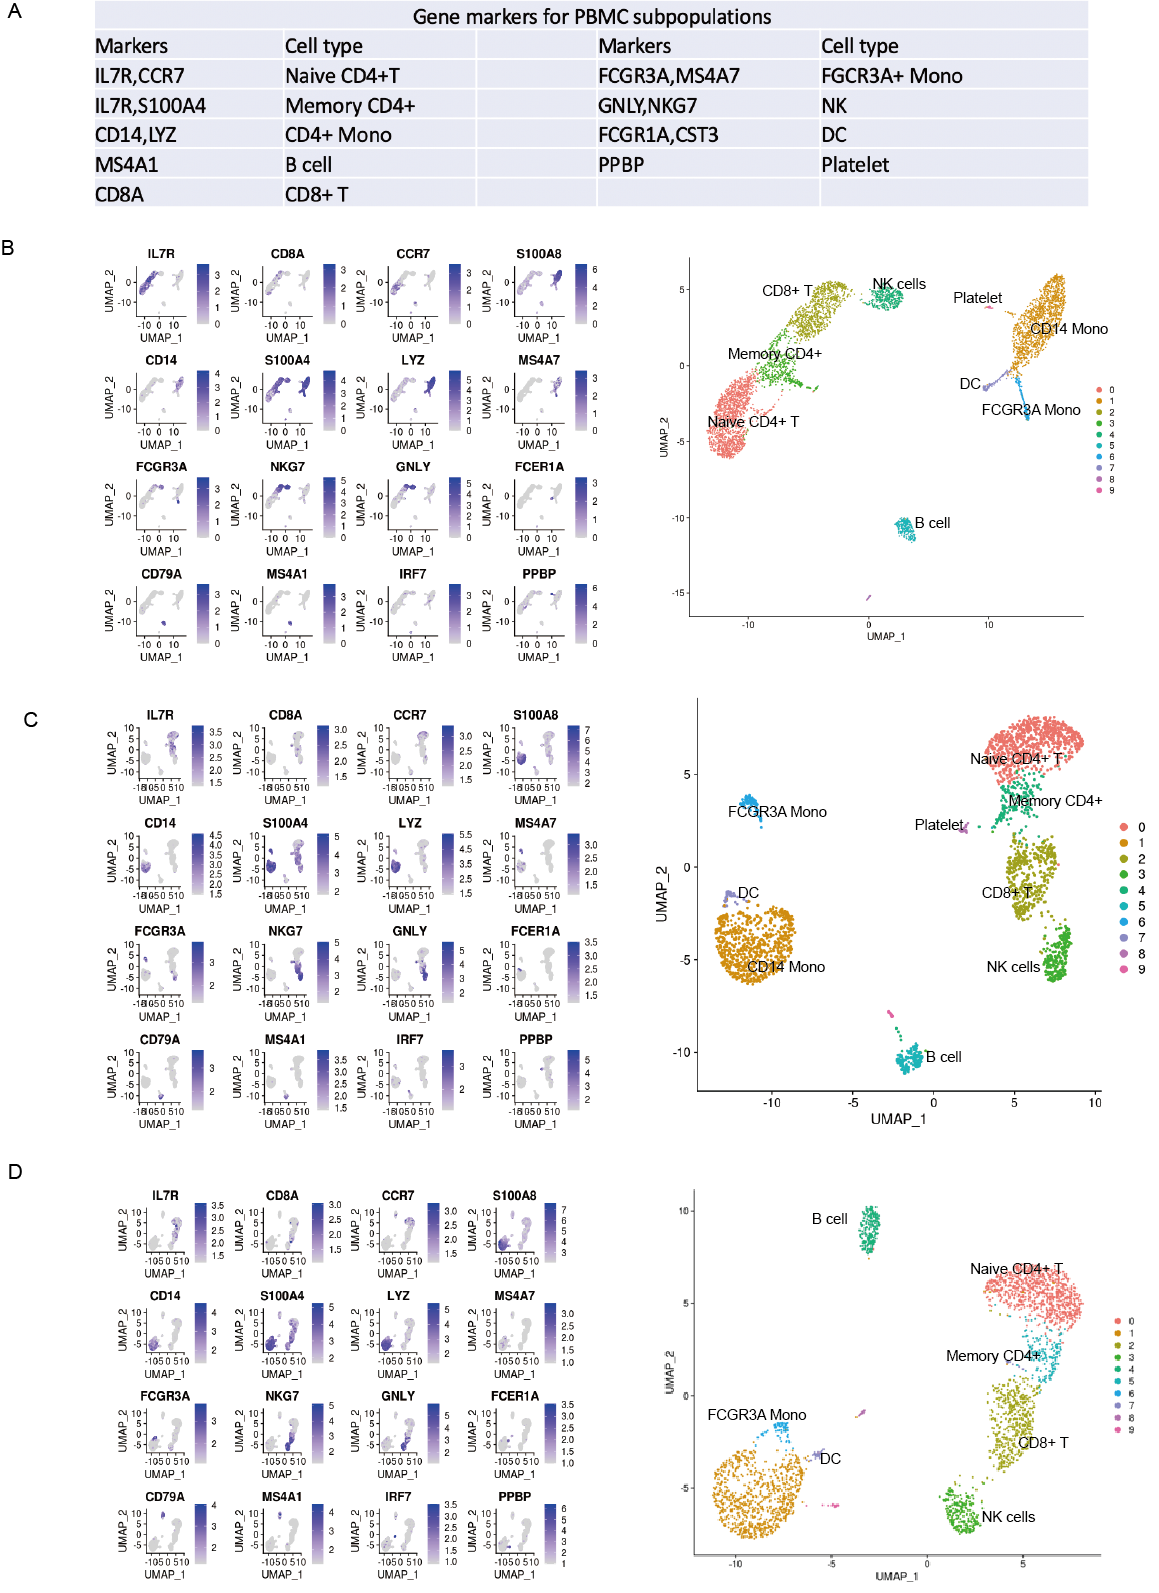
**

**Supplementary Figures 9.** PBMC analysis validates the feasibility of methanol fixation in tissue samples.

1. Gene markers of PBMC subtypes learned from Seurat tutorial (<https://satijalab.org/seurat/archive/v3.0/immune_alignment.html>).

(B-D) Left panels show UMAP of PBMC data generated from different sample conditions with gene markers highlighted. Right panels show the UMAP of PBMC data from different conditions with cell types annotated.

**Supplementary Figure 10.** Methanol fixation does not cause cell-type specific drop-out in single cell RNA-seq data.

1. UMAP plotted by data integrated from all sample conditions with cell type annotated.
2. UMAP plotted by integrated data with gene markers highlighted.
3. UMAP plotted using integrated data and split according to sample conditions.
4. Frequency of each PBMC subtype in data sets generated from each condition.

How the deposited data were processed for this re-analysis (not part of the article)

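Smart-seq2 libraries of single live cells and of single cells fixed in 80% methanol for 1 week were compared in HCT-116 and in cells labelled HepG2. The authors quantified the reads with kallisto, summed transcripts to genes with tximport, and deposited TPM per gene for each line. The transcript tables, deposited as TPM by their names, hold CPM that the authors did not divide by transcript length, as the ratio to the TPM of genes with a single listed transcript shows: its Spearman correlation with length across genes was 0.781 in HCT-116 and 0.765 in HepG2. The gene tables list 28806 genes in HCT-116 and 29551 in HepG2, and the transcript tables 107497 and 106541 transcripts, of which 41801 and 41786 are curated (RefSeq NM and NR). Labelled cells without a column (4 in HCT-116 and 8 in HepG2) could not be used. The read alignments, the cDNA sizes, the GC content of reads and the coverage along transcripts cannot be had from these tables and were left out, as were the blood cell data of another study and a test of Gene Ontology terms.

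All cells had more than 4000 genes with a TPM above 0. Total reads per cell were read from the step between the CPM values, to the nearest 0.1 M (mega) reads. HepG2 cells came from a pair of experiments that the labels do not tell apart, so each line and treatment counts as 1 sample, values are described by means, medians and SDs over cells, and no test between treatments was run. Intervals on shares of cells are exact (Clopper-Pearson, 95%) and cover counting error only. The library batch follows the treatment and cannot be told apart from it.

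Correlations and PCA used ln(TPM + 1), with genes scaled to unit variance for PCA. The share of the variance of a component's scores between groups was computed for treatment, cell line and cell cycle phase, and phases were called with Seurat. Among the first 5 components, the treatment component is the one with the largest share between treatments, and the phase component the one with the largest share between phases among the rest. Loadings were ranked by absolute value and the top 500 kept, or the top 100 for long and GC-rich transcripts. Gene sets and loading lists were compared with 10000 random lists matched on mean expression in 20 bins, and gene sets also with lists drawn from the 50 genes nearest in expression, GC content and length. Length and GC content are those of the reference transcript of the gene (MANE Select, otherwise Ensembl canonical, GENCODE release 44), a stand-in for the RefSeq transcript itself, and 95.6% of the curated HCT-116 transcripts and 95.5% of the HepG2 ones had a value. A list with fewer than 80% of its members covered was given no value.

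Genes named in the text are the first 5 of each list of Table S1, the immediate early and heat shock genes that Table S1 lists for PC2, and the 5 with the largest increase and decrease in both lines. Values in Table S1 were seen before this rule was written. ESR1, GATA3, XIST and other markers of cell identity were looked at for the identity of the line. The marker lists cover hepatocytes, intestinal, luminal breast, stomach, lung and squamous epithelium, urothelium, pancreas, kidney tubule and blood cells.

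The alternatives set before the data were examined were a pseudocount of 0.1, genes or transcripts in at least 10% of the cells, Spearman's coefficient, genes centred only, the updated cell cycle list, the genes of Table S1, TPM rescaled per cell by the median ratio over genes detected in at least 90% of the cells, equal weights for both treatments, the mean of log2(TPM + 1), a TPM above 1 for detection, the top 500 long and GC-rich transcripts, and all deposited cells, which changes nothing because all cells passed. Other alternatives were added after seeing the data. Some changed the cells: the column listed as both live and fixed left out, cells paired on total reads, and 6 very similar columns left out. Ribosomal RNA was left out with the listed genes of each cell rescaled to the same sum. Each of these steps was also taken by itself for the thresholds and the low and high genes. Reads were thinned to 500000 per cell, which left out 5 fixed HCT-116 cells, not all of them with total reads below 500000. Also added were curated transcripts only (for the largest loadings), genes in place of transcripts, genes at 5 TPM or above taken as high, and the mean correlation of each cell taken out. The length groups and the PCA of long and GC-rich transcripts used curated transcripts only. For the overlap with Table S1, a pseudocount of 0.1, the updated cell cycle list and cells paired on total reads were added.

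The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and Seurat 5.3.0. The computations were tested on simulated data, with 200 genes changed by a log2 ratio of 2 in each line. Among the changed genes above 30 TPM (75 in HCT-116 and 69 in HepG2), the median log2 ratio found was 1.97 and 1.99. The ratio was not checked for changed genes at lower expression. All 34 checks passed.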

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

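All tests in this part were chosen after the result was seen, and the marker lists other than those for hepatocytes and intestinal epithelium were written after hepatocyte genes had been found to be low and the levels of XIST and of some epithelial genes had been seen.

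Genes outside those the paper discusses had a higher mean in cells labelled HepG2 than in HCT-116: ESR1 had a mean of 36.4 TPM (0.832 in HCT-116), GATA3 226 TPM (0.299 in HCT-116) and, at a low level, XIST 4.18 TPM (0.000404 in HCT-116). Of 17 hepatocyte markers, 9 are listed, the highest mean was 3.20 TPM (SERPINA1), and 0 were above 1 TPM in at least 50% of the cells. Of 11 luminal breast markers, 8 were (3 in HCT-116), and the highest mean was 314 TPM (XBP1). For urothelium, 4 of 6 were (1 in HCT-116), with a highest mean of 223 TPM (UPK2). For intestinal epithelium the number was 1 of 10 in both lines, so that this list does not show the tissue of HCT-116 either. The number for kidney tubule was 0 of 7 (1 in HCT-116), and for stomach, lung and squamous epithelium, pancreas and blood cells it was 0 in both lines.

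Too few reads to see hepatocyte genes are argued against, since the highest mean among them was 3.25 TPM in the 45 cells with the most reads. HepG2 cells mixed with cells of another type are argued against by GATA3, which was above 1 TPM in 100% of the 151 cells. Cells of another line under the label HepG2 are a possible explanation, with 8 luminal breast markers above 1 TPM in at least 50% of the cells, but which line, and whether HepG2 cells had changed in culture, was not tested. No biological explanation was tested, since the design gives none for the identity of a line.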

How the results depend on the processing

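Tests with cells paired on total reads, the column listed as both live and fixed or the 6 similar columns left out, ribosomal RNA left out, TPM rescaled to the same sum, curated transcripts, genes at 5 TPM or above taken as high, the added mean of log2(TPM + 1) for loading genes, thinned reads, the mean correlation taken out and, for the overlap with the lists, the pseudocount and the updated cell cycle list were chosen after the result was seen.

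Over 78 results and 373 alternative values, 47 values under alternatives set before the data were examined and 50 under added ones moved by more than the spread or tolerance, 4 and 8 changed direction, and the rest moved by less. Single cells could not be paired, because no number pairs a live with a fixed cell. The paper states that live and fixed cells came from the same culture. Each line is thus a pair of samples, with 1 sample per treatment, and no test over these pairs was run. Using all deposited cells changed nothing, since all passed, and the GC content and length of the HepG2 treatment transcripts could not be given for lack of coverage in the PCA of all transcripts.

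A pseudocount of 0.1 gave a median correlation between live and fixed cells of 0.788 in HCT-116 and 0.794 in HepG2, 25.3% of live HCT-116 cells most similar to a live cell, 33.1% of PC2 between phases, 62.8% of PC3 and, after cell cycle removal, 47% of PC2 between treatments in both lines together, 73% of PC2 between treatments in HCT-116, and immediate early changes of -1.32 and -1.43. Spearman's coefficient gave 0.714 and 0.727. Genes in at least 10% of the cells gave 54.9% for live HCT-116 cells. Centring alone gave 53% of PC2 between treatments after cell cycle removal, 78.2% of HepG2 PC2, overlaps with the lists of 46.2% (PC1) and 51% (PC2) of the top 500 genes in HCT-116 and 50% for HepG2 PC2 (with the added pseudocount, 57% for HCT-116 PC2 and 21.2% for HepG2 PC2), and differences between treatment and phase transcripts of 7.39 in GC percent and 399.5 bp in HCT-116.

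Rescaling by the median ratio gave 42.8% (HCT-116) and 28% (HepG2) of low phase genes lower in fixed cells, 65.8% and 65.7% of high genes higher in fixed cells, immediate early genes at -0.90 in HepG2, and reversed the difference above 38 TPM to -52.1 and -49 genes and the CV difference of HepG2 phase genes to -0.0542. The Table S1 genes reversed the latter to -0.0303. The mean of log2(CPM + 1) gave 44.8% of the longest curated HCT-116 transcripts higher in fixed cells.

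Leaving ribosomal RNA out, a step that also brings the listed genes of each cell to the same sum, gave 63.2% and 24.4% of low phase genes lower in fixed cells, 63.9% of low HCT-116 genes higher in live cells, 47.1% and 65.7% of high genes higher in fixed cells, immediate early changes of -1.02 and -0.93, and reversed the difference above 38 TPM to -250.7 and -55.1 genes and the HCT-116 heat shock and respiratory chain changes to -0.085 and -0.0060. The median sum before was 895442 TPM in live and 961172 TPM in fixed HepG2 cells, and 993455 and 991193 TPM in HCT-116. Ribosomal RNA left out without that rescaling gave 64% of low and 47% of high HCT-116 genes (higher in live and in fixed cells) and -249.7 genes above 38 TPM there, a reversal, and left HepG2 at 108.8 genes and 75.9% of high genes. The rescaling with ribosomal RNA kept gave 160.8 and 23.0 genes above 38 TPM and 81.1% and 70.9% of high genes. The HepG2 reversal therefore needed both steps. Cells paired on total reads gave 9.43% of live HCT-116 and 68.4% of live HepG2 cells most similar to a live cell, 76.4% and 40.4% of PC2 between treatments, 5.2% and 81.6% of low phase genes lower in fixed cells, a CV difference of 0.216 for HepG2 treatment genes and a reversed one of -0.0708 for phase genes, and 3.8% of the phase genes of HepG2 in the PC1 list. The column left out gave 100% of fixed HepG2 cells most similar to a fixed cell, 41.9% of PC2 between treatments, an overlap of 271 genes for PC1, 56.6% of the genes for PC2 and 3.8% in place of 7.2% for the phase component (PC3), and 93.2% of low and 97.2% of high treatment genes lower in fixed cells. Without the 6 similar columns, 94.1% of live HepG2 cells were most similar to a live cell and 96.4% of low and 53.6% of high treatment genes were lower in fixed cells. With the mean correlation taken out, the shares were 98.9% for live HCT-116, 95.6% for live and 86.7% for fixed HepG2 cells. The added mean of log2(TPM + 1) gave 52.4% and 23.6% of low phase genes lower in fixed cells. Curated transcripts reversed the HCT-116 differences to -4.9 in GC percent and -943 bp, and in HepG2 gave 53.5% GC and 2110 bp for the treatment against 45.6% and 2357 bp for the phase component. The updated cell cycle list made PC1 the phase component of HepG2, with 99.6% of its genes in the PC1 list. Genes at 5 TPM or above taken as high gave 68.1% and 67.3% higher in fixed cells. For these values the cause was not tested, other than for high genes.

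Depth limits what can be said of genes below 5 TPM, where fixed cells had fewer reads, and a gene not detected in a cell cannot be called absent from it.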

Differences from the paper's values

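The tests said to be chosen after seeing the values were chosen after the result was seen, and the other alternatives named in this part were set before the data were examined.

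For the lowest correlation between cells the paper gives 0.7, and the value in HCT-116 was 0.648. It was also lower with a pseudocount of 0.1, with genes in at least 10% of the cells and with Spearman's coefficient. For the highest correlation the paper gives 0.9 over all cells, with the results of HCT-116 shown. The value was 0.924 in HCT-116, which does not differ, and 1 in HepG2, between the columns with equal values. The same 3 alternatives left the latter at 1. Without that column it was 0.973, between 2 of the 6 very similar fixed columns. With these 6 left out, the highest was 0.929 between live and 0.925 between fixed HepG2 cells. Both settings were chosen after seeing the values. Fixed HCT-116 cells have more genes from about 8 TPM in Fig. 3C, read by eye, and here from 15 TPM. After rescaling by the median ratio they had more at no threshold, and among cells paired on total reads, chosen after seeing the values, from 9 TPM on.

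Low expression genes higher in live HCT-116 cells number about 18000 in Fig. 3D, read by eye, and 11369 here. Counts were said to differ beyond a factor of 1.5. The mean of log2(TPM + 1) (13033) and rescaling by the median ratio (12990) gave lower numbers than the figure that fall within this factor, and equal weights did not. Without ribosomal RNA, chosen after seeing the values, it was 13388. High expression genes number about 2600 higher in live cells and about 5400 higher in fixed cells in Fig. 3D, read by eye, and 497 and 2151 here. Equal weights, the mean of log2(TPM + 1) and rescaling do not close these gaps. With genes at 5 TPM or above taken as high, chosen after seeing the values, they were 2316 and 4951.

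The median length of the top PC1 transcripts in HCT-116 is about 750 for all transcripts and about 950 above the 90th percentile in Fig. 6C, read by eye. The values here, for curated transcripts, were 2179 and 9001 bp. The readings may not be in bp, and no change of unit or log scale was tried. These gaps are therefore not taken as differences in length. The top 500 transcripts, transcripts in at least 10% of the cells and centring alone all left both values different. The largest absolute PC2 score is about 95 for HCT-116 and about 43 for HepG2 in Fig. 2B, read by eye, and 54.3 and 93.6 here. Each value thus lies nearer to the reading from the panel titled for the other line. The HepG2 value is that of the column listed as both live and fixed, and the largest among the other HepG2 columns was 71.3. Centring alone, genes in at least 10% of the cells and a pseudocount of 0.1 did not close the HCT-116 gap. For HepG2, centring alone gave 49.3, within the factor of 1.5, and the others did not.

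The 15 correlations printed in Fig. 1C for HCT-116 match those of HepG2 columns of the same names at 2 decimals, and the HCT-116 table has 0 columns named like the live ones. The axis of Fig. 4C is labelled log10, while the medians read there are near the natural logs found here (7.51 for the phase and 7.95 for the treatment component).

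The paper states that live and fixed labels are mixed by correlation. Here 97.8% of fixed HCT-116, 82.4% of live HepG2 and 98.8% of fixed HepG2 cells were most similar to a cell of their own treatment, while live HCT-116 cells, at 39.6%, were not. Both HCT-116 shares rest largely on 1 fixed cell, which was the most similar cell of most of the 183 cells. With the mean correlation of each cell taken out, chosen after seeing the values, the shares were 98.9% for live and 98.9% for fixed HCT-116 and 95.6% for live and 86.7% for fixed HepG2 cells. The paper's own measure, clustering of the correlation matrix, gave HCT-116 branches of 90 live and 88 fixed and of 1 live and 4 fixed cells, and HepG2 branches of 54 and 66 and of 14 and 17. The small branch depended on the setting. In HCT-116 it held 1 live and 13 fixed cells with a pseudocount of 0.1, 1 and 9 with genes in at least 10% of the cells, and 0 and 6 among cells paired on total reads. In HepG2 it held 3 and 5, 6 and 11, and 10 and 2 under the same settings, and 13 and 29 without the column listed as both live and fixed. The pairing and the column left out were chosen after seeing the values. PC1 is stated to follow the cell cycle in both lines. In HCT-116 it did, with 50.6% of its variance between phases, and in HepG2 the share was 18.1%, against 30.9% on PC3. With the updated Seurat list, HepG2 PC1 had the largest share (26.5%), as in the paper. PC2 genes are stated to match no known pathway, and 60 of the 500 in HCT-116 are ribosomal protein genes (random median 9). In HepG2 7 are (random median 4), while 13 are respiratory chain genes (random median 3). In HCT-116 7 are respiratory chain genes, which equals the random median of 7. Immediate early genes number 8 in HCT-116 and 10 in HepG2 (random median 1). Table S1, which lists nearly all of the PC2 genes, had been seen before the deposited values, so the choice of gene sets may not be independent of it. The CV of cell cycle genes is stated to be alike in live and fixed cells, and it was higher in fixed cells for 450 of 500 genes in HCT-116, or 326 of 500 among cells paired on total reads, chosen after seeing the values. In HepG2 52.9% were higher, close to an even split, and the difference in the median changed sign under 3 alternatives, 1 of them (cells paired on total reads) chosen after seeing the values. Shorter transcripts are stated to be detected more in fixed cells, and fixed cells had more in 0 of 16 length groups in either line. Only curated transcripts were grouped here. The share of PC1 between treatments is stated to rise with the threshold for length and GC content. Among curated transcripts it did so up to the 70th percentile (81.8% in HCT-116 and 64.3% in HepG2) and not above the 90th (61.6% and 48.8%).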

Other observations

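The tests on GC content and length were set before their result was seen, apart from those in cells paired on total reads, as was the test on the most similar cell, and these and all others in this part were chosen after it.

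A live and a fixed HepG2 column hold equal values for all 106541 transcripts, while among 5494 other pairs of a live and a fixed cell 0 genes with a value above 0 were equal. A library listed under both treatments is therefore a likely explanation, and which treatment it had stays open. No biological explanation was tested.

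Fewer genes in fixed cells go with fewer reads. After thinning to 500000 reads, 62.6% of the difference in transcripts detected remained in HCT-116 and 67.4% in HepG2. This argues against reads as the whole cause. The HCT-116 value leaves out 5 fixed cells, not all of them with total reads below 500000. Fixation and the library batch may both contribute and cannot be told apart.

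Genes above 30 TPM were mostly higher in fixed cells, where ribosomal RNA took less of the TPM. With ribosomal RNA left out and the TPM of features that the table does not list kept, 47% were higher in fixed HCT-116 cells. This step multiplies all other genes of a cell by a single factor and lowers the share by itself, and rescaling by the median ratio left 65.8%, so that whether ribosomal RNA accounts for the excess there is open. In HepG2 75.9% were higher with ribosomal RNA left out in this way, which argues against it as the whole cause. The listed genes of live HepG2 cells also summed to less TPM (median 895442, against 961172 in fixed cells), and bringing these sums to the same value with ribosomal RNA kept left 70.9%. The fall was that of 18S: RNA18S5 went from 255152 to 76548 TPM in HCT-116, while RNA28S5 rose from 255 to 1188 TPM there and from 140 to 689 TPM in HepG2. Whether this comes from fixation or from the batch is open.

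Immediate early genes were lower in fixed cells of both lines. To test the GC content and length of these genes, lists matched on expression, GC content and length were drawn, and the immediate early genes stood at percentile 0 among them in HCT-116 and 0 in HepG2, which argues against these features as the whole cause. It was again 0 in both lines among cells paired on total reads. Their change was -1.02 in HCT-116 with ribosomal RNA left out. Ribosomal protein genes stood at percentile 100 in HCT-116, but at 90.4 among cells paired on total reads, so that these features stay open there. In HepG2 they stood at 3.66 and, among paired cells, at 0, and so rose less than the matched lists. Handling of the cells before lysis, fixation and the library batch may each play a part, and no test here separates them.

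Long and GC-rich transcripts were lower in fixed cells. Within length classes, the most GC-rich differed from the least GC-rich by a median of -1.19 in HCT-116 and -0.95 in HepG2, which argues against length alone. Within GC classes, the longest differed from the shortest by a median of -0.54 and -0.47, which argues against GC content alone. An effect of both may be at work, from fixation or from the batch.

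In HepG2, 6 fixed columns correlated with each other at a median of 0.967, against 0.845 between the other fixed cells. More reads are argued against, since these columns had at most 2.5 M reads and the others up to 2.8 M. RNA of several cells in a well may raise detection, and genes found in 10% to 50% of the other fixed cells were found at 39.2% on average in the 6 columns and at 25.9% ± 5.93 in the others (highest 38.8%). This neither requires nor excludes several cells. The gene table of these columns summed to 99.9% to 100% of the TPM, and that of the other fixed cells to at most 98.7%. Different processing of these columns was not tested and stays open. No biological explanation was tested.

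A single fixed HCT-116 cell was the most similar cell of most others. Taking out the mean correlation of each cell removes such a cell whatever its cause and is no test of it. Cells with more genes detected may correlate better with every cell: the Spearman correlation over cells of genes detected with the mean correlation to all other cells was 0.510 within live and 0.702 within fixed HCT-116 cells, where a value above 0.5 had been set as the limit. The lower value only just passes. No biological explanation was tested.

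Of 6170 genes with a mean of at least 5 TPM in both lines, 2894 were higher and 1746 lower in fixed cells of both lines and 1530 went opposite ways, with TPM as deposited. These counts depend on the scaling: rescaling by the median ratio gave 1762, 2550 and 1858, and leaving ribosomal RNA out with TPM rescaled to the same sum 1282, 2725 and 2159. With TPM as deposited, the changes had a Spearman correlation of 0.597 between the lines across genes (0.582 and 0.581 under these scalings), which are not independent replicates.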
